# T-type calcium channel inhibition restores sensitivity to MAPK inhibitors in de-differentiated and adaptive melanoma cells

**DOI:** 10.1038/s41416-020-0751-8

**Published:** 2020-02-17

**Authors:** Karol Granados, Laura Hüser, Aniello Federico, Sachindra Sachindra, Gretchen Wolff, Thomas Hielscher, Daniel Novak, Verónica Madrigal-Gamboa, Qian Sun, Marlene Vierthaler, Lionel Larribère, Viktor Umansky, Jochen Utikal

**Keywords:** Targeted therapies, Cancer therapeutic resistance

## Abstract

**Background:**

Drug resistance remains as one of the major challenges in melanoma therapy. It is well known that tumour cells undergo phenotypic switching during melanoma progression, increasing melanoma plasticity and resistance to mitogen-activated protein kinase inhibitors (MAPKi).

**Methods:**

We investigated the melanoma phenotype switching using a partial reprogramming model to de-differentiate murine melanoma cells and target melanoma therapy adaptation against MAPKi.

**Results:**

Here, we show that partially reprogrammed cells are a less proliferative and more de-differentiated cell population, expressing a gene signature for stemness and suppressing melanocyte-specific markers. To investigate adaptation to MAPKi, cells were exposed to B-Raf Proto-Oncogene (BRAF) and mitogen-activated protein kinase kinase (MEK) inhibitors. De-differentiated cells became less sensitive to MAPKi, showed increased cell viability and decreased apoptosis. Furthermore, T-type calcium channels expression increased in adaptive murine cells and in human adaptive melanoma cells. Treatment with the calcium channel blocker mibefradil induced cell death, differentiation and susceptibility to MAPKi in vitro and in vivo.

**Conclusion:**

In summary, we show that partial reprogramming of melanoma cells induces de-differentiation and adaptation to MAPKi. Moreover, we postulated a calcium channel blocker such as mibefradil, as a potential candidate to restore sensitivity to MAPKi in adaptive melanoma cells.

## Background

Malignant melanoma is an aggressive type of skin cancer where the survival rates and treatments vary depending on tumour stages. While early stages have a good prognosis, unresectable stage III and IV melanomas are often fatal and therapy resistance is a major challenge. Around 50% of melanoma patients carry mutations in the BRAF gene and around 30% of patients in the NRAS gene resulting in an over-activation of the mitogen-activated protein kinase (MAPK) pathway,^1^ making this signalling cascade one of the most important targets for melanoma therapy.^2,3^

The clinical use of BRAF inhibitors (vemurafenib, dabrafenib, encorafenib), MEK inhibitors (trametinib, cobimetinib, binimetinib) or their combinations significantly increase progression-free and overall survival of patients.^3,4^ Unfortunately, most patients develop resistance to these inhibitors soon after the start of therapy^5,6^ because of different factors including tumour heterogeneity and plasticity.^7^

The high cellular heterogeneity seen in melanomas is partially due to a degree of phenotypic plasticity. Melanoma cells switch between proliferative/differentiated and invasive/de-differentiated phenotypes during metastasis progression, mimicking the epithelial-to-mesenchymal transition, which facilitates invasion to secondary tumour sites.^8–10^ Indeed, induction of phenotype switching towards a de-differentiated state is likely one of the most common mechanisms underlying the development of resistance to therapies in melanoma patients.^9^

Drug resistance in melanoma has been classified as intrinsic, adaptive or acquired, depending on whether the resistance is present already before treatment starts or it develops within hours or late upon treatment.^2,11^ Several mechanisms have been reported to promote resistance in melanoma, including reactivation of extracellular-signal regulated kinases (ERK) signalling or activation of alternative pathways.^2,5^

Identification of new targets that enhance efficacy of current cancer treatments and prevent development of resistance is essential. T-type calcium channels have been suggested as therapeutic targets in different types of cancer,^12–14^ including melanoma.^15^ These calcium channels play a role in proliferation, survival, regulation of cell cycle and differentiation.^16,17^ Blockage of T-type calcium channels have shown promising results by inducing cytostatic effects on cancer cells that are resistant to standard anti-cancer therapies;^18,19^ however, the use of T-type calcium channels inhibitors in MAPKi-adaptive melanomas, have not been yet described.

Here, we use partial reprogramming,^20^ which represents an intermediate phase of cell fate reversion before fully pluripotency is attained, to investigate de-differentiation and drug adaptation in melanoma. We have found that inhibition of T-type calcium channels in adaptive cells induces differentiation, cell death in vitro and restores sensitisation to MAPKi in vivo. Therefore, we propose use of the calcium channel blocker mibefradil as a novel treatment strategy to overcome adaptation in melanoma.

## Methods

### Cell culture

C790 (*Nras* mutant), 4434 (*Braf*^V600E^ mutant) and 5555 (*Braf*^V600E^ mutant) mouse melanoma cells were kindly provided from Professor Richard Marais (University of Manchester, UK). Human melanoma cell lines A375, HT144 and SK-MEL-28 were obtained from ATCC (Virginia, USA). A375, HT144 and SK-MEL-28 are malignant melanoma cell lines.

All human and mouse melanoma cells were maintained in DMEM medium (Gibco, Thermo Fisher Scientific, USA) supplemented with 10% FCS, 1% nonessential amino acids, 0.75% 2-Mercaptoethanol, 100 units/mL penicillin and 100 μg/mL streptomycin. All cell lines were routinely tested and free of mycoplasma contamination. Reprogramming experiments were performed using KnockOut™ DMEM medium (Gibco, Thermo Fisher Scientific, USA) supplemented with 10% ES-FCS, 1% glutamine, 1% penicillin/streptomycin, 1% nonessential amino acids, 0.75% 2-Mercaptoethanol and 100 U/ ml mLIF. Human melanoma cells were authenticated using the multiplex human cell line authentication test (MCA) (www.multiplexion.de). Mouse melanoma cells were authenticated using the CellCheck Plus-mouse test (www.idexxbioanalytics.eu/).

### Partial reprogramming

Partial reprogramming model was established using mouse melanoma cells C790, 4434 and 5555 as reported previously.^20^ Briefly, cells were transduced with a doxycycline-inducible polycistronic lentiviral vector encoding *Oct4*, *Sox2*, *Klf4* and blasticidin resistance gene, in combination with a lentiviral vector pLU-EF1aL-rtTA3-iCherry (The Wistar Institute, Pennsylvania, USA) encoding for the constitutively active M2 coupled to mCherry. After transduction cells were maintained in reprogramming medium, containing doxycycline (1 μg/ mL) to induce transgene expression. At day 3, cells were selected with blasticidin (8–10 μg/mL) and maintained in culture for twenty days. Pluripotency features were evaluated over reprogramming timeline.

### Lentiviral vectors

HEK293T cells were cultured in DMEM supplemented with 10% FCS, 1% nonessential amino acids, 0.75% mercaptoethanol, and 100 units/mL penicillin and 100 μg/mL streptomycin. For lentiviral production, HEK293T cells were transfected using X-tremeGENE 9 DNA Transfection Reagent (Roche, Basel, Switzerland) according to the manufacturer’s instructions. For the knockdown experiments, target cells were infected with control vector (sh-Scramble) and vector encoding CACNA1H shRNA (TRCN0000044212; Sigma–Aldrich, USA), following the same protocol.

### Inhibitors

The following inhibitors were evaluated: GSK1120212 (Selleckchem, Germany), PLX4032 (Selleckchem, Germany), lomerizine Dihydrichloride (Sigma–Aldrich, USA), mibefradil dihydrochloride hydrates (Sigma–Aldrich, USA), NNC 55–0396 hydrate (Sigma–Aldrich, USA). All drugs were dissolved in DMSO, aliquoted and stored according to the manufacturer’s guidelines.

### Quantitative real-time PCR

Total RNA was isolated using RNeasy kit (Qiagen), DNase I digestion to remove genomic DNA was performed. cDNA was synthesised using cDNA Reverse Transcription kit (Thermo Fisher Scientific, Massachusetts, USA). Quantitative RT-PCR was performed using Applied Biosystems 7500 Real-Time PCR Systems and SYBR Green PCR master mix (Thermo Fisher Scientific, Massachusetts, USA). All reactions were performed at least in triplicates and the amplification signal from the target gene was normalised to GAPDH. PCR conditions were: 50 °C 2 min, 95 °C 10 min, 40 × cycles of 95 °C 15 s, 60 °C 1 min and 72 °C 7 s. The list of primers is shown in Supplementary Table S1.

### Western blot

Total protein lysates were collected using RIPA buffer in presence of phosphatase inhibitors. 20–30 µg of lysates were run on SDS-PAGE gels and transferred to PVDF membranes. Membranes were probed with primary antibodies (1: 1 000 dilutions) overnight at 4 °C and incubated with secondary antibodies (1: 10,000 dilution) for 1 h at room temperature. Chemiluminescence reagents were used. Antibodies used were GAPDH, ERK, p-ERK, SOX2, MITF, Caspase-3 (Cell Signaling Technology, Massachusetts, USA) and CACNA1H (Santa Cruz Biotechnologies, California, USA).

### Cell viability assay

Cells were seeded in triplicates at a density of 1 × 10^3^–1 × 10^5^ cells into 96-well plates. Treatments were tested using a range of concentrations between 0.0001 μM and 10 μM, during 24, 48 and/or 72 h. Cell viability was determined using alamar blue solution (Invitrogen, Thermo Fisher Scientific, USA). After incubation at 37 °C for 4 h, fluorescence emission was measured at 590 nm using a microplate reader (Tecan, Switzerland).

### EdU incorporation assay

Cell proliferation was determined with Click-iT EdU Cell Proliferation Kit according to the manufacturer’s instructions (Invitrogen, Thermo Fisher Scientific, USA). Briefly, EdU (10 μM) was added to the medium for 2 h. Cells were harvested, washed and fixed for 15 min at room temperature in the dark. After fixation cells were washed and stained with Click-iT™ Plus reaction cocktail containing Alexa Fluor™ 647, for 30 min in the dark. Finally, cells were treated with Ribonuclease A, stained with propidium iodide (PI) (50 μg/mL) and analysed by flow cytometry. Data were analysed with FlowJo10x Software.

### Apoptosis assay

Detection of apoptosis was performed using FITC-annexin V apoptosis detection Kit I (RUO) (BD Biosciences, New Jersey, USA). After treatment, supernatants were collected, cells were washed twice with PBS and resuspended in Binding Buffer (1 × ) at a concentration of 1 × 10^6^ cells/mL. Then, cell suspension (100 μL) was stained with FITC-annexin V and propidium iodide (PI). Cells were incubated for 15 min at room temperature in the dark. Then, 400 μL of Binding Buffer (1×) was added to each tube and then analysed by flow cytometry. Doxorubicin (0.003 μM) was used to induce apoptosis as a positive control. Data were analysed using the FlowJo10X Software.

### Clonogenic assay

Colony formation assay was performed following the method described by Franken and co-workers.^21^ Briefly, cells were seeded in 6-well plates for 24 h, after cells were attached, treatments were added for another 24 h. Treatments were withdrawn and fresh medium was added to cells every 3–5 days. After 10–15 days, colonies were fixed and stained with crystal violet staining solution (0.5%) dissolved in methanol. Colony area was calculated using ImageJ software.

### Invasion assay

To assess invasion, Corning™ BioCoat™ Tumor Invasion 24-Multiwell Plates containing FluoroBlok^TM^ PET membrane were used (Corning^®^, New York, USA). First, plates were rehydrated for 2 h at 37 °C. Then, 500 μL of cell suspension (3 × 10^4^ cells/mL) was added to the apical chambers and 750 μL of chemoattractant (10% FCS in DMEM) to the basal chambers. Plate was incubated for 22 h at 37 °C and 5% CO_2_. After incubation, Calcein (4 µg/mL) was added to a second 24-well plate and incubated during 1 h at 37 °C and 5% CO_2_. Finally, Calcein solution was removed before reading fluorescence of invading cells at 517 nm, using a microplate reader (Tecan, Switzerland). Data were expressed as relative fluorescent units (RFU) of invaded cells.

### In vivo experiments and drug administration

In vivo experiments were assessed using NSG xenograft mouse model. Four to six-week-old female mice were injected subcutaneously (SC) with 100 μL PBS containing 5 × 10^6^ HT144 cells or 1 × 10^6^ A375 cells. Tumour-bearing mice (100–300 mm^3^) were randomised (*n* = 40) and treated in one of the following treatments: (1) mibefradil (0.25 mg/mL) in drinking water for 5 days; (2) vemurafenib (100 mg/kg) dissolved in HPMC solution (0.5%) by oral gavage once a day for 5 days; (3) sequential treatment: vemurafenib by oral gavage once a day for 5 days and mibefradil in drinking water on the next 5 days and (4) vehicle: 0.5% HPMC solution by oral gavage once a day for 5 days. Animals were treated in 2 cycles. Tumour volume, animal weight (18–20 Kg) and welfare were monitored daily. Tumour measurements were conducted using a calliper and tumour volume was calculated using the following formula = (length × width^2^) × 0.5. Animals were killed by cervical dislocation once the tumour volume reached 1000 mm^3^. Drug administration or euthanasia did not require the use of anaesthesia. Animals were maintained in the animal house facility under optimal conditions and with food and water ad libitum. All animal experiments were performed following according to procedures approved by the German authorities (Animal grant approval number: 35–9185.5/G-208/18).

### Microarray and bioinformatic analysis

Total RNA was isolated with RNeasy Mini Kit (Qiagen, Germantown, MD, USA) according to the manufacturer’s instructions. The concentration and purity of total RNA were determined by spectrophotometry. RNA was labelled and hybridised to GeneChip^®^ Mouse Genome 430 2.0 Array (Affymetrix, Santa Clara, CA, USA) by DKFZ Genomics and Proteomics Core Facility. Fold change and p-value of differentially expressed genes between + dox vs − dox cells were derived from the CEL files, RMA normalisation method was done using Chipster Software. Additional samples were hybridised to Illumina MouseRef-8 v2.0 Expression BeadChips by DKFZ Genomics and Proteomics Core Facility. Fold change and p-value of differentially expressed genes were derived from Chipster Software. Further analyses were made using Ingenuity Pathway Analysis (IPA) (Ingenuity^®^ Systems, CA, USA, www.ingenuity.com). IPA software was used to identify upstream pathways, regulators and predictors. Microarray data can be downloaded with the GEO accession number: GSE122399, GSE122402 and GSE122763.

RNA-Seq data for 459 melanoma patients with follow-up information was downloaded from the TCGA-SKCM project (https://portal.gdc.cancer.gov/projects/TCGA-SKCM), including 357 metastatic samples and 102 primary tumour samples. Recursive partitioning^22^ based on tissue type and log2-transformed FPKM expression values for CACNA1H was performed to identify risk groups for overall survival. P-value was adjusted for multiple testing using Bonferroni correction. Software R 3.5 including add-on packages TCGAbiolinks^23^ and partykit were used for analysis.

### Statistical analysis

Data are expressed as the means ± SEM from three or more independent experiments. Differences were analysed by one-way ANOVA followed by post-hoc test Bonferroni or Tukey. Data analyses were performed with GraphPad Prism (GraphPad Software, Inc.). *P* < 0.05 was considered statistically significant. Log-rank test was used to compare survival curves. Tumour growth curves were compared between treatments by fitting a linear mixed model for tumour volume with predictor time, treatment and interaction between time and treatment as fixed effects, and random intercept and slope effect for each mouse. The interaction term was tested to compare the growth rate relative to the vehicle group. *P*-values were adjusted for multiple comparisons using Holm correction. Software R 3.5 was used for analysis.

## Results

### Partial reprogramming of melanoma cells induces de-differentiation and an invasive phenotype in murine melanoma cells

Melanoma progression has been described as a step-wise transformation of melanocytes to malignant melanoma triggered by a phenotypic switch toward a more aggressive status.^24^ To determine whether our in vitro model of cellular reprogramming could simulate features of melanoma phenotype switching and the intermediate stages during melanoma progression, we partially reprogrammed *Nras*-mutated C790 and *Braf*-mutated 4434 murine melanoma cells for up to 20 days using a lentiviral vector carrying *Oct4*, *Klf4* and *Sox2* genes (Fig. 1a, b*)*.

**Fig. 1:**
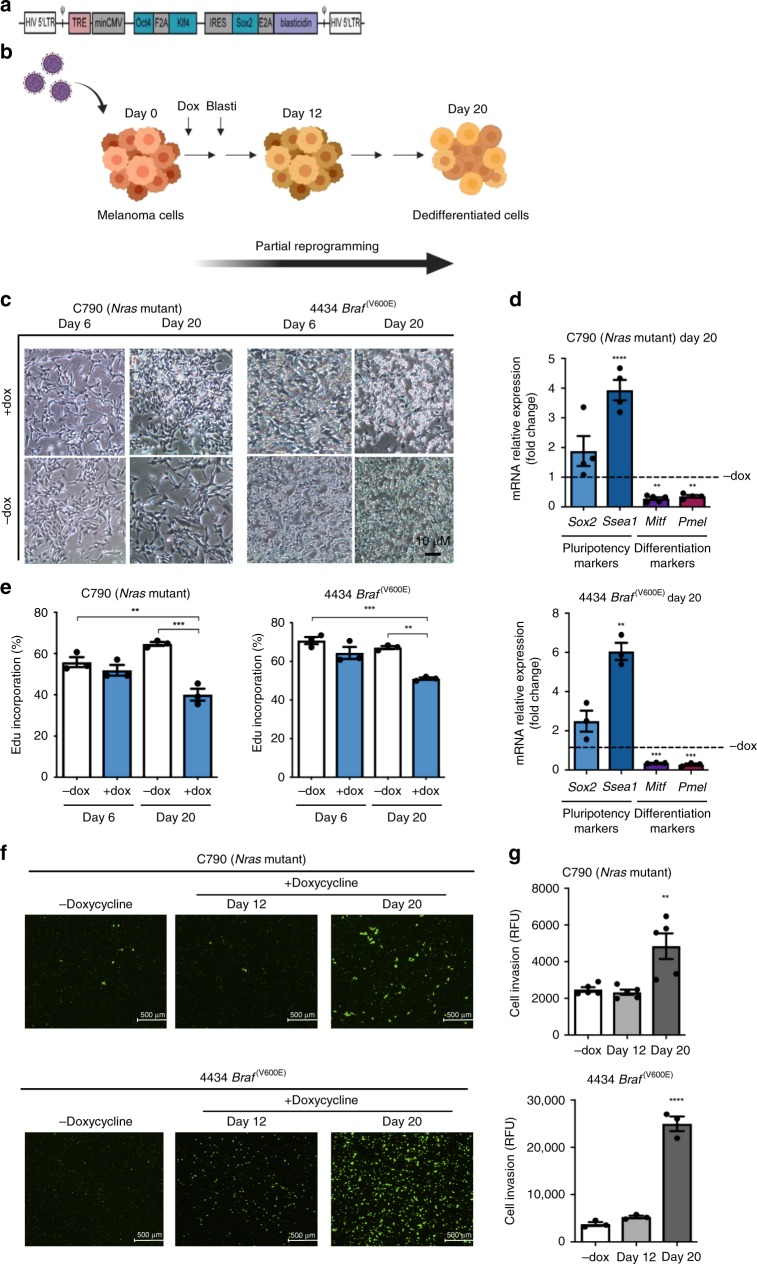
Partial reprogramming of murine cells leads to a less proliferative and more de-differentiated cell population. **a** Structure of lentiviral vector used to reprogram cells. Cells were infected with M2mCherry vector plus an expression vector carrying murine *Oct4*, *Klf4* and *Sox2* under the control of a tetracycline-responsible element (TRE) and blasticidin-resistant gene. Cells not induced with doxycycline but expressing both vectors were used as a control. **b** Schematic representation of partial reprogramming method. After infection, cells were treated with doxycycline and selected with blasticidin at day 3. Medium without doxycycline was used for control cells during all experiments. **c** Representative images of morphological changes during partial reprogramming. Scale bars represent 10 μm. **d** Real-Time qPCR analysis for stemness markers *Sox2* and *Ssea-1*, as well as for melanocytic lineage differentiation markers *Mitf* and *Pmel*, for C790 and 4434 at day 20 of reprogramming. Data were normalised using control cells (“− dox”) as reference and *Gapdh* as housekeeping gene. **e** Cell proliferation measured by EdU incorporation. Proliferation was analysed at different time points over partial reprogramming as indicated. After incubation with EdU cells were analysed by flow cytometry. Percentage of EdU-positive cells is shown. **f** Representative images of fluorescence microscopy for cell invasion assay in C790 and 4434 cells. Scale bars represent 500 μm. **g** Cell invasion assessed by the FluoroBlok invasion assay. Invasion was evaluated at different time points during partial reprogramming. After 20 h incubation, invading cells were labelled and relative fluorescence units were obtained (RFUs = relative fluorescence units). All data are represented as mean ± SEM of three or more independent experiments. Statistical analyses were performed with One-Way ANOVA and post-hoc test; **p < 0.01, ***p < 0.001 and ****p < 0.0001.

Morphological changes were observed during partial reprogramming (Fig. 1c). Additionally, analysis of markers of stemness and melanocytic lineage differentiation showed that *Mitf* and *Pmel* expression was significantly decreased while expression of *Sox2* and *Ssea-1* increased, confirming that cells were de-differentiated (Fig. 1d *and* Supplementary Fig. S1a). RNA array data further supported the partial reprogramming of C790 and 4434 murine cells (Supplementary Fig. S1b, c). Moreover, C790 and 4434 parental cells were treated with doxycycline for 20 days to evaluate whether doxycycline has an effect on the expression of stemness and melanocytic lineage differentiation markers (Supplementary Fig. S1d, e).

During melanoma phenotype switching, cells transit to a more invasive, slow-cycling state.^25^ EdU incorporation and Transwell invasion assays revealed a significant reduction in proliferation of reprogrammed cells (Fig. 1e) and an increased number of invading cells (Fig. 1f, g); confirming a phenotypic switch towards a de-differentiated, aggressive cell type.

Additional *Braf*-mutated murine melanoma cells (5555) were partially reprogrammed for 20 days. Expression of markers of stemness was enhanced while expression of melanocytic lineage differentiation was decreased (Supplementary Fig. S2a). Phenotypic switch was also confirmed with a reduction in proliferation (Supplementary Fig. S2b) and with a more invasive phenotype (Supplementary Fig. S2c, d).

### Partially reprogrammed melanoma cells adapt to MAPK inhibitors

De-differentiation of melanoma tumour cells has been associated with development of resistance to therapy.^26,27^ We evaluated the effect of BRAF and MEK inhibitors on the cell viability and cell death of C790 and 4434 partially reprogrammed cells. Cell viability was measured after 72 h of treatment with trametinib, vemurafenib or the combination of trametinib and vemurafenib. Cell viability increased in partially reprogrammed cells (“ + dox”) throughout the days of reprogramming compared to control cells (“− dox”). Treatment with trametinib alone revealed that C790 control cells are more sensitive (mean IC50 = 2.09 ± 0.48 μM) compared to C790 reprogrammed cells at day 20 (mean IC50 > 10 μM) (Fig. 2a). Combination of vemurafenib and trametinib in 4434 reprogrammed cells also showed a higher IC50 value at day 20 (mean IC50 = 4.38 ± 0.03 μM) compared to 4434 control cells (mean IC50 = 0.0029 ± 0.0010 μM) (Supplementary Fig. S3a). Mean of IC50 values for all treatments were presented in Supplementary Tables S2 and S3.

**Fig. 2:**
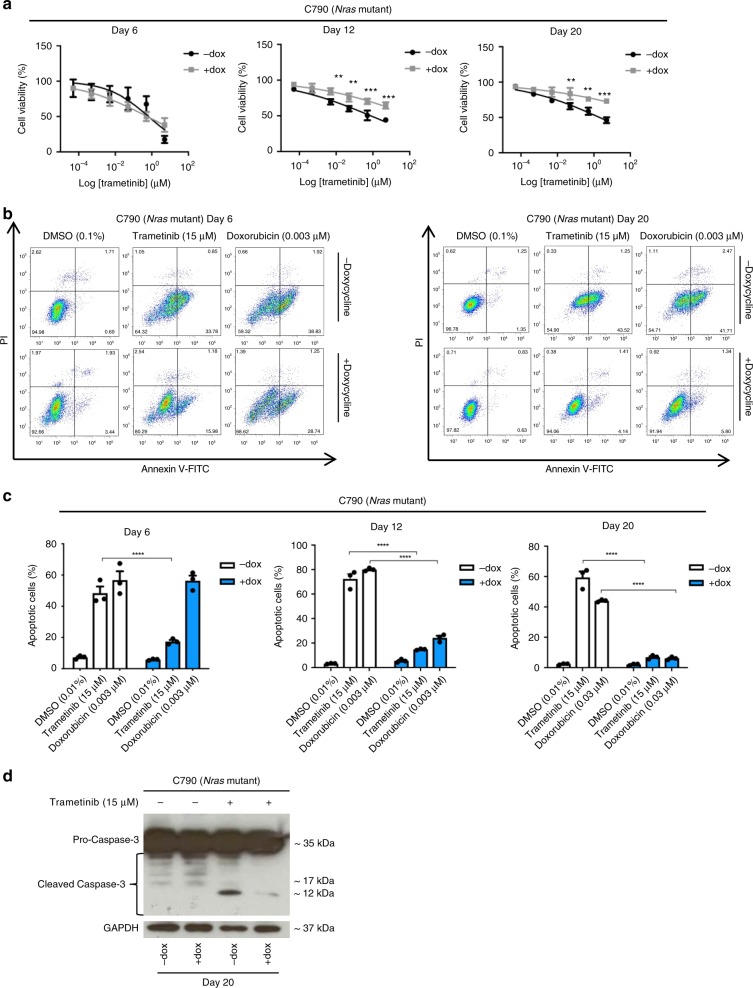
Partially reprogrammed cells adapt to MAPK inhibitors (MAPKi). **a** Cell viability performed using alamar blue assay. *Nras-*mutant cells (C790) were treated with trametinib (10–0.0001 μM) for 72 h, after 3 h incubation with alamar blue, fluorescence emission (read at 590 nm) was obtained. Cell viability was evaluated at days 6, 12 and 20 of reprogramming of C790 cells. Cytotoxicity curves represent as mean ± SEM (*n* = 6). **b** Representative scatter plots of PI (y-axis) vs. annexin V (x-axis) for day 6 and 20 of partial reprogramming. Early apoptotic cells are shown in the lower right quadrant and late apoptotic cells are shown in the upper right quadrant. **c** Apoptosis after staining with FITC-Annexin V/PI. Cells were treated with trametinib (15 μM) for 72 h and with doxorubicin (0.003 μM) to induce apoptosis (positive control). Percentage of apoptotic cells (early and late apoptosis) is shown as mean ± SEM (*n* = 3). **d** Western blot analysis. Whole cell lysates were immunoblotted with GAPDH and caspase-3 antibodies at day 20 of reprogramming after treatment with trametinib. GAPDH loading control is identical in western blots of Figs. 2d and 3a at day 20, since it was analysed on the same blot. Statistical analyses were performed with One-Way ANOVA and post-hoc test; **p < 0.01, ***p < 0.001 and ****p < 0.0001.

We further evaluated whether cell death is also affected in partially reprogrammed cells after treatment with MAPKi by measuring apoptosis with FITC-annexin V/PI staining. After treatment with trametinib (15 μM), we found that the percentage of apoptotic cells was significantly reduced at day 12 and 20 of reprogramming in C790 de-differentiated cells ( + dox) compared to control cells (−dox). Percentage of apoptosis was also reduced in reprogrammed cells after treatment with doxorubicin (0.003 μM) (Fig. 2b, c). Similar results were obtained at day 20 for 4434 reprogrammed cells, treated with trametinib (8 μM), vemurafenib (15 μM) or the combination of both at a ratio 1:1 (8 μM) (Supplementary Fig. S3b, c). In addition, activation of caspase-3 was suppressed in reprogrammed cells after treatment with MAPKi compared to control cells (Fig. 2d and Supplementary Fig. S3d*)*. We also confirmed a decrease in cell death (Supplementary Fig. S2e, f) and activation of caspase-3 (Supplementary Fig. S2g) in 5555 partially reprogrammed cells at day 20 after treatment with the combination of trametinib and vemurafenib. All these findings support that partially reprogrammed cells become less sensitive to MAPKi.

### MAPKi-adaptive cells overexpress T-type calcium channels

Since partially reprogrammed cells were less sensitive to MAPKi we wondered whether ERK activation was also affected following treatment with trametinib or with the combination of trametinib and vemurafenib. Western blot analysis revealed that phosphorylation of ERK is impaired in both C790 and 4434 partially reprogrammed cells and control cells (Fig. 3a, b), indicating that MAPK pathway inhibition is independent from the de-differentiation status of the cells.

**Fig. 3:**
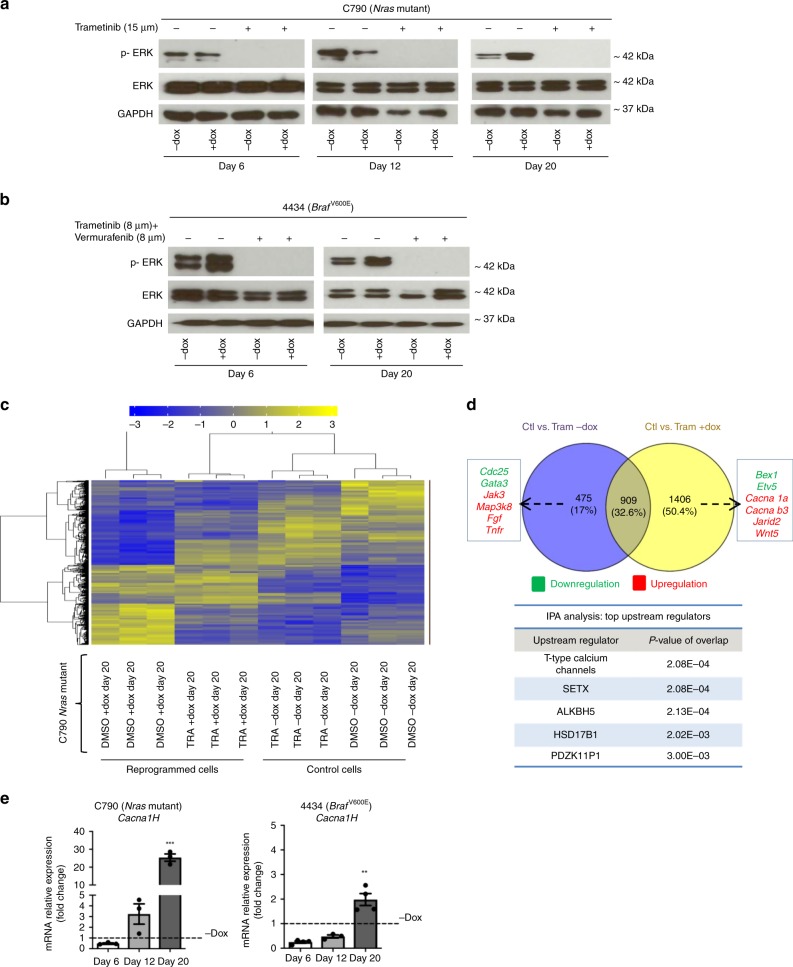
Expression analysis of MAPKi-adaptive cells shows upregulation of T-Type calcium channels. **a**, **b** Western blot analysis. Whole cell lysates were immunoblotted with GAPDH, ERK and P-ERK antibodies in C790 and 4434 melanoma cells. GAPDH loading control is identical in western blots of Figs. 2d and 3a at day 20, since it was analysed on the same blot **c** Differential gene expression analysis. Heat map of microarray data showing hierarchical clustering of 2700 differentially expressed genes in partially reprogrammed cells C790 after 72 h treatment with DMSO (control) and trametinib; control (“−dox”) and reprogrammed cells (“ + dox”) were evaluated both at day 20. Blue or yellow colours indicate differentially up- or downregulated genes, respectively (FC > 2-fold). **d** Analysis of gene expression data by a Venn diagram showing the analysis of treatments between control cells and reprogrammed cells (2700 genes). The blue circle (474 genes) indicates the number of genes exclusively expressed in control vs. trametinib (“−dox”); yellow circle (1406 genes) indicates the number of genes exclusively expressed in control vs. trametinib (“ + dox”). Some of the deregulated genes are listed; green and red colours indicate differentially up- or downregulated genes, respectively. Moreover, results from IPA analysis of upstream regulators from C790 partially reprogrammed cells at day 20 after treatment with trametinib are listed. **e** Real-Time qPCR analysis for Cacna1h at different days of reprogramming for both C790 and 4434 cells. Data were normalised using control cells as reference and GAPDH as housekeeping gene. All data are represented as mean ± SEM of three or more independent experiments. Statistical analyses were performed with One-Way ANOVA and post-hoc test; **p < 0.01 and ***p < 0.001.

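In the C790 arrays behind the heat map (3 arrays per group), trametinib lowered most measured genes that ERK signalling switches on. It also lowered most measured cell cycle genes, and raised interferon response genes, some in −dox and all measured ones in +dox cells. Dusp6, an ERK phosphatase that ERK itself induces, fell by at least 7.28 on the log2 scale in −dox cells (adjusted p = 1.5e-09 from limma), where all 3 trametinib arrays were under the background level, and fell by 6.90 in +dox cells (standard error 0.20, adjusted p = 9.2e-09). Of 24 measured genes of ERK pathway output, 19 fell, 0 rose and 5 did not pass the test in −dox cells. In +dox cells 18 fell, 0 rose and 6 did not pass. Adjusted over the list alone, 22 fell in −dox and 19 in +dox cells. Egr1, an early response transcription factor, fell in both cell states, with log2 changes of -7.54 in −dox and -6.76 in +dox cells. Dusp4, a further ERK phosphatase, fell with changes of -4.63 and -5.32. The shift of this list against all other genes had adjusted p = 4.8e-23 in −dox and 8.2e-18 in +dox cells from limma camera (adjusted p = 0.006 and 0.014 with an estimated correlation). Of 36 cell cycle genes, 31 fell in −dox and 30 in +dox cells, 0 rose in either, and 5 and 6 did not pass (32 fell in each when adjusted over the list alone, with 1 higher in +dox cells). Cenpa, the histone of the centromere, fell with log2 changes of -3.16 and -2.22, and Bub1, a kinase of the mitotic checkpoint, with -3.03 and -2.25. The camera adjusted p of this list was 4.4e-23 and 7.1e-15 (adjusted p = 0.42 and 0.63 with an estimated correlation).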

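Of 17 measured genes of the interferon response and antigen presentation, 7 rose, 0 fell and 10 did not pass in −dox cells, while all 17 rose in +dox cells (12 and 17 when adjusted over the list alone). The −dox count was 4 without −dox DMSO replicate 1, 2 without −dox DMSO replicate 3 and 4 without −dox trametinib replicate 1. From the other arrays of its group, the list deviated by 1.02, -0.55 and -0.56 on −dox trametinib replicates 1, 2 and 3. On −dox DMSO replicates 1, 2 and 3 it deviated by -0.47, 0.61 and -0.165. The median change in −dox cells was 0.92. That median was 0.62 without −dox trametinib replicate 1 and 0.86 without −dox DMSO replicate 1. Ifit3, which interferon induces, had a log2 expression of 6.06 ± 0.20 (SD, n = 3) in +dox DMSO and 12.30 ± 0.46 (SD, n = 3) in +dox trametinib arrays, a log2 change of 6.24 (standard error 0.59, adjusted p = 3.7e-05 from limma). Iigp1, an interferon-induced GTPase, rose by 2.74 in −dox and by at least 6.21 in +dox cells, where it was under the background level on the DMSO arrays. The list's camera adjusted p was 5.0e-04 in −dox and 1.1e-13 in +dox cells (adjusted p = 0.72 and 0.49 with an estimated correlation). Of 16 genes of cholesterol synthesis, 8 fell, 0 rose and 8 did not pass in −dox cells, and 3 fell, 0 rose and 13 did not pass in +dox cells (10 and 3 fell when adjusted over the list alone). In −dox cells 3 fell without DMSO replicate 2 or 3 or trametinib replicate 1 or 3, and in +dox cells 1 fell without trametinib replicate 1. This list deviated by -0.75 on −dox trametinib replicate 1, 0.66 on replicate 2 of that group and -0.69 on −dox DMSO replicate 1, as much as its median change of -0.67 in −dox cells. Without these arrays in turn the median was -0.52, -0.85 and -0.82. Stard4, a carrier of cholesterol, fell with log2 changes of -1.60 and -1.17. The camera adjusted p was 3.6e-05 and 0.045 (adjusted p = 0.7 and 0.84 with an estimated correlation). The +dox call for cholesterol synthesis ended without +dox DMSO replicate 1 (adjusted p = 0.2), without +dox trametinib replicate 1 (0.21) and without +dox trametinib replicate 3 (0.061). It also ended with the mean of probe sets per gene (adjusted p = 0.089), with genes above the background level alone (0.12) and with arrays weighted by their quality (0.065). Among the largest single rises, Fgf18, a fibroblast growth factor, gained at least 5.62 in −dox cells, where it was under the background level on the DMSO arrays, and at least 5.82 in +dox cells, where its DMSO mean was 4.61, also under that level. Il6, an inflammatory cytokine, gained 5.04 (standard error 0.97) in −dox cells. Over the 2221 genes past the threshold in either trametinib comparison, the mean Euclidean distance between DMSO and trametinib arrays was 75.6 in −dox and 81.9 (log2 units) in +dox cells. The distance between −dox and +dox arrays was 44.5 under DMSO and 44.7 under trametinib, and arrays of one group lay 24.0 to 28.9 apart. In an average-linkage tree of the 12 arrays over these genes, which were chosen for their change with trametinib, the first division separated the 6 DMSO from the 6 trametinib arrays, and 4 branches held the 4 groups. Over all genes the first division was the same, but of 4 branches 1 held −dox DMSO replicate 1 alone and 1 held the other −dox DMSO and the 3 +dox DMSO arrays.

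**Figure D1:**
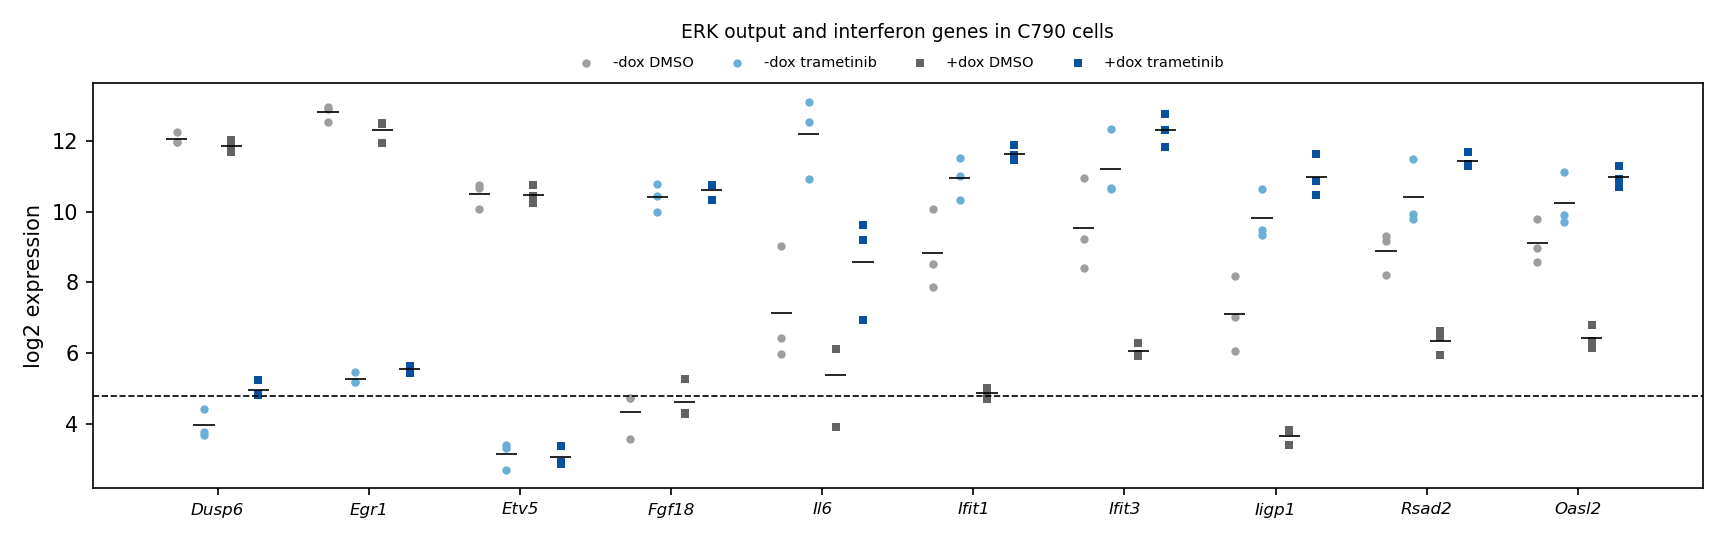
Log2 expression of ERK output genes, growth factor genes and interferon response genes on each array (points, 3 per group; short lines, group means; dashed line, background level). Dusp6, Egr1 and Etv5 are lower with trametinib on every array of both cell states, and Ifit1, Ifit3, Iigp1, Rsad2 and Oasl2 are lowest in the +dox DMSO arrays.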

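On the C790 arrays (3 per group), 1380 of 18193 genes changed with trametinib in −dox cells at an adjusted p under 0.05 from limma and a fold change over 2, of which 565 rose and 815 fell. In +dox cells 1754 genes changed, 863 up and 891 down. The 2 sets shared 913 genes: 376 were higher in both, 535 were lower in both, and 2 moved in opposite directions. Counts expected with independent responses were 26.8 shared higher and 39.9 shared lower genes. Wnt5a, a secreted Wnt ligand linked to invasive melanoma cells, fell by 1.47 in −dox and rose by 1.47 in +dox cells on the log2 scale, and Zfp467, a zinc finger gene, fell by 1.32 and rose by 1.29 (Zfp467 was named after its values were seen). In −dox cells only, 467 genes passed (189 higher, 278 lower), and in +dox cells only, 841 (485 higher, 356 lower), which together with the shared genes makes 2221. Of the 467 genes, 436 had the same sign in +dox cells and 188 changed the same way there at an adjusted p under 0.05 without the fold threshold. Of the 841 genes, 781 had the same sign in −dox cells and 333 changed the same way there. All 3 arrays of one group lay above all 3 of the other for 35.6% of genes in −dox and 40.7% in +dox cells, where chance gives 10%. Counted over probe sets instead of genes, 2373 changed in −dox and 2906 in +dox cells, of which 1501 were shared, 872 passed in −dox cells only and 1405 in +dox cells only.

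**Figure D2:**
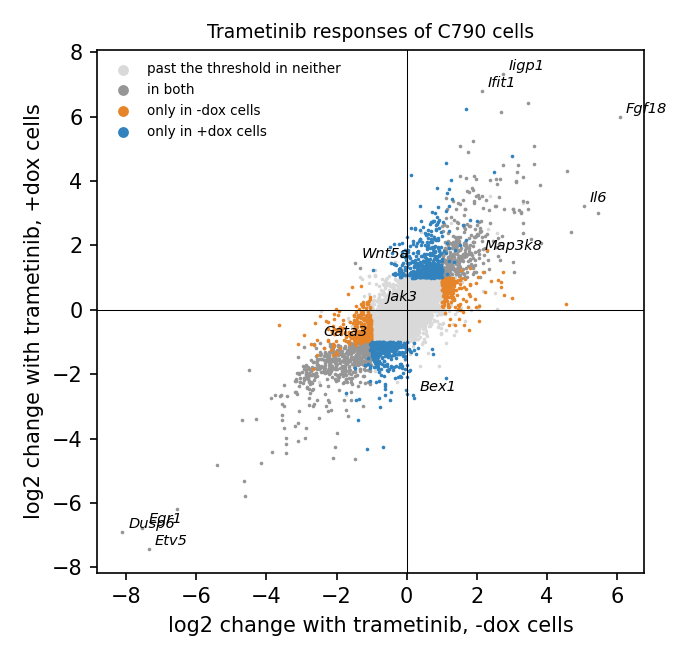
Log2 change with trametinib in −dox cells (x axis) and in +dox cells (y axis) for each of 18193 genes, coloured by whether the gene passed the threshold in neither, both or a single comparison. Most genes that passed in a single comparison lie on the same side of 0 in both.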

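The difference between the trametinib responses of +dox and −dox cells was itself tested, and 60 genes passed at an adjusted p under 0.05 from limma, 47 with a higher and 13 with a lower response in +dox cells. Cd3g, a chain of the T cell receptor complex, had the smallest p, with a difference of 4.05 (standard error 0.28, adjusted p = 2.3e-04). Samd9l, an interferon-induced gene, differed by 2.30, and Frzb, a secreted Wnt antagonist, by 2.44 (adjusted p = 0.0075 for each, higher in +dox cells). Cd3g and Frzb were under the background level on all 6 −dox arrays, so no response could be read there and the size of their differences is not exact. Of the 17 interferon response genes, 3 responded more in +dox cells, 0 less and 14 did not pass (13 more when adjusted over the list alone), and the median difference was 1.97. Ifit1, which interferon induces, differed by 4.65 (standard error 0.65, adjusted p = 0.022), with a log2 expression of 8.82 ± 1.13 in −dox DMSO, 10.95 ± 0.60 in −dox trametinib, 4.86 ± 0.16 in +dox DMSO and 11.64 ± 0.22 in +dox trametinib arrays (SD, n = 3 each). The list's camera adjusted p for the difference was 1.3e-16 (adjusted p = 0.63 with an estimated correlation). For the 36 cell cycle genes, 0 passed alone (5 more and 1 less at an unadjusted p under 0.05 from limma), the median difference was 0.66 and the camera adjusted p was 1.7e-05 (adjusted p = 0.89 with an estimated correlation, and 0.1 without +dox trametinib replicate 2). The median difference was 0.23 without +dox trametinib replicate 2 and 1.03 without replicate 3 of that group. Of the 467 genes that passed only in −dox cells, 7 had a tested difference, as did 9 of the 913 shared genes and 34 of the 841 that passed only in +dox cells. The count of 60 depended on single arrays: it was 200, 21 and 16 without −dox DMSO replicates 1, 2 and 3, and 141, 29 and 18 without −dox trametinib replicates 1, 2 and 3. It was 179, 15 and 13 without +dox DMSO replicates 1, 2 and 3, and 20 and 34 without +dox trametinib replicates 1 and 2. With arrays weighted by their quality it was 1066 (680 with a higher and 386 with a lower response in +dox cells). With the replicate number as a block it was 141 (85 higher and 56 lower). The split of directions also moved, from 92 higher and 87 lower without +dox DMSO replicate 1 to 14 and 2 without −dox DMSO replicate 3. Ifit1 did not pass without −dox DMSO replicate 3 (adjusted p = 0.052), −dox trametinib replicate 3 (0.057), +dox DMSO replicates 2 and 3 (0.069 and 0.061) or +dox trametinib replicate 1 (0.056).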

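Of the genes listed in the Venn diagram of Fig. 3d, Etv5, a transcription factor that ERK signalling induces, was under the background level on all 6 trametinib arrays and fell by at least 5.70 on the log2 scale in both −dox and +dox cells (3 arrays per group, adjusted p = 1.7e-08 and 2.0e-08 from limma). Map3k8, a kinase that can activate MEK, rose by 2.05 in −dox cells and by 1.74 in +dox cells (standard error 0.27 for each, adjusted p = 4.4e-04 and 8.1e-04). Cdc25b and Cdc25c, phosphatases that drive entry into mitosis, fell with log2 changes of -2.50 and -2.83 in −dox cells and of -1.83 and -2.44 in +dox cells. Cdc25a, their relative at the start of S phase, had a log2 change of -0.07 in −dox cells (adjusted p = 0.68, not past the threshold) and fell by 0.52 in +dox cells (adjusted p = 0.0038). Bex1, a gene of neural cells, was under the background level in both −dox groups (2.86 and 3.04), and in +dox cells it fell from 7.20 ± 0.65 to 4.55 ± 0.74 (SD, n = 3) with trametinib, a mean under the background level, and so by at least 2.42 (adjusted p = 4.1e-04). Jarid2, a partner of the Polycomb repressive complex, rose by 1.36 in +dox cells (standard error 0.28, adjusted p = 0.0041). In −dox cells its log2 change was 0.52 (adjusted p = 0.22; 0.0029 with arrays weighted by their quality). Wnt5b had log2 changes of 0.28 and 0.20 (adjusted p = 0.4 and 0.56). The difference between the responses of +dox and −dox cells was 0.84 for Jarid2 (adjusted p = 0.45) and -0.31 for Map3k8 (adjusted p = 0.82). Cacnb3, also listed, is not analysed here.

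**Figure D3:**
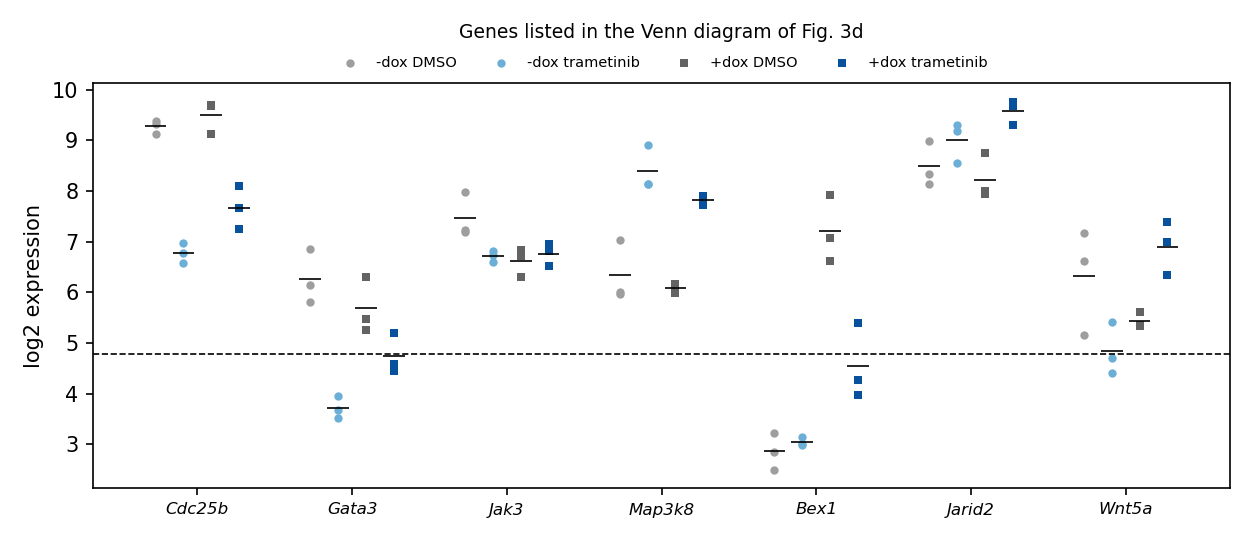
Log2 expression of genes listed in Fig. 3d on each array (points, 3 per group; short lines, group means; dashed line, background level). Map3k8 is higher and Cdc25b lower with trametinib in both cell states, and the mean of Bex1 is highest on the +dox DMSO arrays.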

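For 3 further listed genes, the calls depended on single arrays. Gata3, a transcription factor of lineage choice, fell by at least 1.48 in −dox cells, where it was under the background level on the trametinib arrays (adjusted p = 2.9e-04 from limma), a call that each alternative kept, and fell by at least 0.90 in +dox cells, where its trametinib mean of 4.74 was under that level (adjusted p = 0.049). The +dox call of Gata3 ended without +dox DMSO replicate 1 or 3 (adjusted p = 0.18 and 0.075), without +dox trametinib replicate 1 or 2 (0.17 and 0.13), and with only these 6 arrays in the fit (0.053). With the mean of probe sets per gene it also ended (adjusted p = 0.053), although Gata3 has 1 probe set and its own values stay as they are, since the fit and the adjustment take in the other genes. Jak3, a kinase of cytokine receptors, fell by 0.74 in −dox cells (standard error 0.21, adjusted p = 0.028) and had a log2 change of 0.14 in +dox cells (adjusted p = 0.72). The −dox call of Jak3 ended without −dox DMSO replicate 1 (adjusted p = 0.062), without −dox trametinib replicate 1, 2 or 3 (0.08, 0.063 and 0.057) and with only these 6 arrays in the fit (0.068). Wnt5a had a log2 expression of 6.31 ± 1.04 in −dox DMSO, 4.84 ± 0.52 in −dox trametinib, 5.43 ± 0.15 in +dox DMSO and 6.90 ± 0.53 in +dox trametinib arrays (SD, n = 3 each). Its adjusted p was 0.038 in −dox and 0.033 in +dox cells. For the difference between the responses it was 0.1, but 0.0085 without −dox DMSO replicate 1 and under 0.05 with the replicate number as a block. Its −dox call ended without −dox DMSO replicate 2 or 3 (adjusted p = 0.13 and 0.11) and without −dox trametinib replicate 1 or 3 (0.094 and 0.13). It also ended with only these 6 arrays in the fit (adjusted p = 0.12), with the mean of its probe sets (0.065), after a further quantile normalisation (0.056) and after centring each array on its median (0.055). Its +dox call ended without +dox DMSO replicate 1, 2 or 3 (adjusted p = 0.083, 0.087 and 0.066) and without +dox trametinib replicate 2 or 3 (0.085 and 0.12).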

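Total RNA of C790 cells, mouse melanoma cells with mutant Nras, was hybridised to Affymetrix mouse genome arrays in 4 groups of 3 arrays. Control cells (−dox) and cells in which doxycycline had switched on the reprogramming factors (+dox) were both taken at day 20, after 72 h with DMSO or with trametinib, an inhibitor of MEK. The arrays are numbered 1 to 3 within each group, and the labels do not say what the numbers mark. The legend of Fig. 3 speaks of 3 or more independent experiments for data shown as mean ± SEM. Whether the arrays came from separate cultures is not stated, so the p-values measure only the spread between these samples. The deposited values are log2 expression per probe set, which the authors normalised with RMA in Chipster. From these values, 34945 probe sets with a single gene gave 18193 genes, each represented by its probe set with the highest mean over the 12 arrays, with no filter on low values. Genes were compared with limma in a single fit of a mean per group over all 12 arrays, and p-values were adjusted by Benjamini-Hochberg over all genes. A gene is called, and said to rise or fall, at an adjusted p under 0.05, and counts of changed genes also require a fold change over 2, the fold threshold named for the heat map. The table holds no detection calls, so a background level of 4.78 was taken from 83 probe sets of olfactory, vomeronasal and taste receptor genes, and 12650 genes lay above it in at least 1 group. Where the mean of a gene lay under this level in one group and above it in the other, its change is given as at least the distance of the higher mean from the level, a rule added after the data were examined. Gene lists were fixed before the data were examined and tested with camera, which asks whether a list moved against all other genes. The first −dox DMSO array stood apart: its correlation with the other arrays of its group was 0.959 and 0.961, its closest array was +dox DMSO replicate 1 at 0.971, and 1029 genes lay over 2-fold from the mean of the other −dox DMSO arrays, against 70 to 543 on the remaining arrays. With 3 arrays per group, the number of arrays limits the precision.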

We further investigated the mechanisms of adaptation in de-differentiated cells using gene expression array analysis for C790 reprogrammed cells at day 20 after the treatment with trametinib (Fig. 3c). The dendrogram showed some of the genes differentially expressed in reprogrammed cells compared to control cells, +dox vs −dox. Moreover, IPA software was used to analyse upstream regulators that might be involved in regulation of drug sensitivity after partial reprograming of melanoma cells (Fig. 3d). 

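In +dox cells under DMSO, several genes of extracellular matrix and of the interferon response were lower than in −dox cells. Some genes, Mpzl2 and Bex1 among them, rose from under the background level to above it. Mpzl2, a cell adhesion gene, rose from 3.51 ± 0.09, under the background level, to 11.55 ± 0.16 (SD, n = 3 arrays each), a log2 change of at least 6.77 (adjusted p = 5.0e-10 from limma). Bex1, under the background level on the −dox arrays, rose by at least 2.42, Srgn, a proteoglycan of secretory granules, by 4.44, and Lpl, a lipase of blood fats, by 3.91. In all, 474 genes changed, 201 higher and 273 lower, and all 3 arrays of one group lay above the 3 of the other for 22.4% of genes (10% by chance). The count was 285 without +dox DMSO replicate 2, 299 without +dox DMSO replicate 3 and 500 without the −dox DMSO array that stood apart. Of 12 fibroblast markers, 6 fell, 0 rose and 6 did not pass (7 fell when adjusted over the list alone), with adjusted p = 2.6e-06 from camera (adjusted p = 0.04 with an estimated correlation). Col3a1 and Col1a1, fibrillar collagens, fell with log2 changes of -2.85 and -2.30, and Dcn, a matrix proteoglycan, fell by 2.23. Of 25 invasive and mesenchymal genes, 7 fell, 0 rose and 18 did not pass (8 fell when adjusted over the list alone), with camera adjusted p = 3.1e-04 (adjusted p = 0.34 with an estimated correlation). This count was 4 and 3 without −dox DMSO replicates 2 and 3, and 2 and 3 without +dox DMSO replicates 2 and 3. Fn1, the matrix protein fibronectin, fell by 1.80 (standard error 0.19). Of 17 interferon response genes, 8 fell, 0 rose and 9 did not pass (9 fell when adjusted over the list alone), with camera adjusted p = 2.2e-09 (adjusted p = 0.59 with an estimated correlation). Without −dox DMSO replicate 2, 5 fell. Ifit1 fell by 3.96 and Oasl2, an antiviral gene, fell by 2.69. On the −dox DMSO array that stood apart, the interferon genes had a median deviation of -0.47 from the other arrays of its group, the fibroblast markers one of -0.09. Of 20 genes of melanocyte differentiation, 1 rose, 0 fell and 19 did not pass (1 higher when adjusted over the list alone). Rab27a, which moves melanosomes, rose by at least 1.25 from under the background level (adjusted p = 0.0015). Mitf, the master regulator of melanocytes, had a log2 change of -0.57 (adjusted p = 0.29) and Pmel, a melanosome protein, of -0.04 (adjusted p = 0.91). Of 26 pluripotency genes, 2 rose, 0 fell and 24 did not pass (2 higher when adjusted over the list alone). Klf5 was 1 of the 2, in a call that ended without −dox DMSO replicate 1, 2 or 3 (adjusted p = 0.077, 0.057 and 0.074) or +dox DMSO replicate 2 or 3 (0.13 and 0.13). Without −dox DMSO replicate 1, 2 genes of this list fell. Pou5f1, which encodes Oct4, rose by at least 0.67 from a mean of 4.63, under the background level (adjusted p = 0.016; 0.06 without +dox DMSO replicate 3 and 0.054 with only these 6 arrays in the fit). Sox2, also carried by the vector, had a log2 change of -1.53 (standard error 0.48, adjusted p = 0.091). It fell by 1.99 without −dox DMSO replicate 1 (adjusted p = 0.03) and by 1.96 with weighted arrays (adjusted p = 8.3e-04). Klf4, the remaining factor of the vector, had a log2 change of -0.15 (95% interval -0.67 to 0.36). Whether the probe sets of Pou5f1, Sox2 and Klf4 read the RNA of the vector was not tested.

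**Figure D4:**
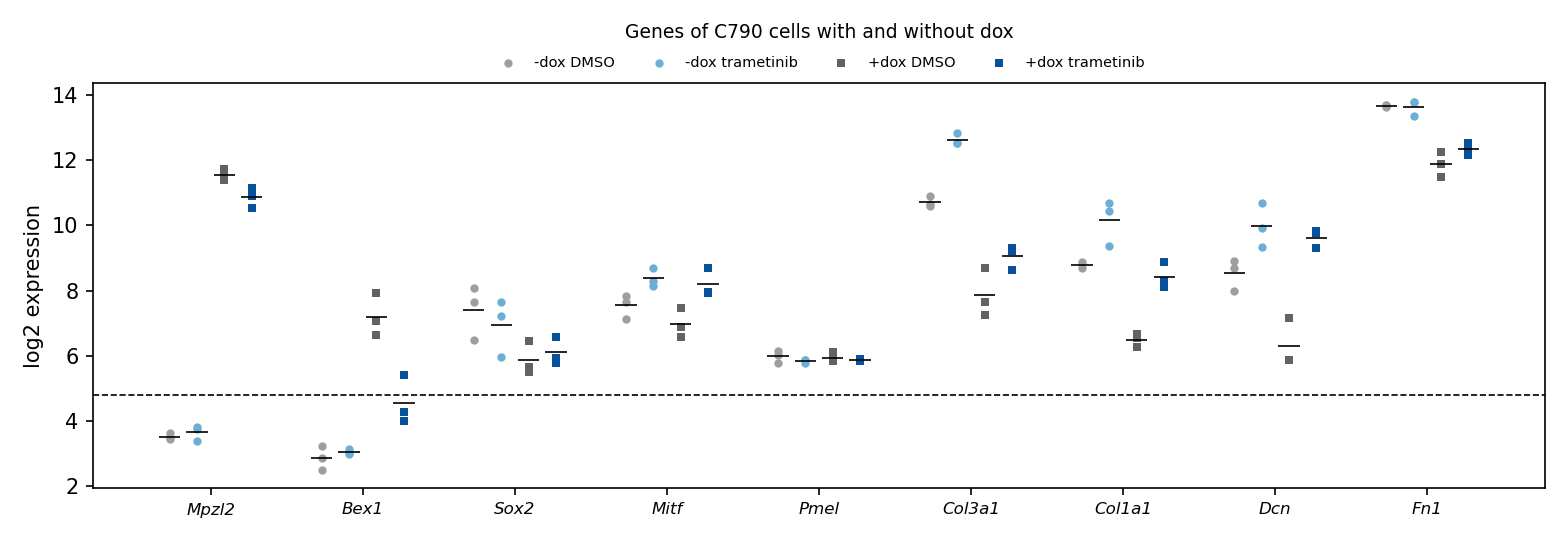
Log2 expression of genes compared between −dox and +dox cells on each array (points, 3 per group; short lines, group means; dashed line, background level). Mpzl2 is over the background level on the +dox arrays alone, and Col3a1 and Fn1 are lower on each +dox array than on the −dox arrays with the same drug.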

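Under trametinib, +dox cells had lower levels of several matrix genes than −dox cells. There, 6 genes of ERK pathway output were higher, 4 of them whichever array was left out. The calls of 5 higher cell cycle genes depended on single arrays. Of 36 cell cycle genes, 5 were higher, 0 lower and 31 did not pass (20 higher when adjusted over the list alone), the median log2 change was 0.89, and camera gave adjusted p = 1.2e-14 (adjusted p = 0.39 with an estimated correlation). The rotation test fry asks whether the genes of a list shifted in a common direction and makes no comparison with other genes. It gave adjusted p = 0.11. The arrays of these groups differed in this list: its median deviation from the other arrays of the group was 1.16 on +dox trametinib replicate 2, -0.95 on +dox trametinib replicate 3 and 0.63 on −dox trametinib replicate 1, and without +dox trametinib replicate 2 the median change was 0.54. The 5 called genes were Cdc20, Cdc25b, Cenpa, Cenpe and Kif11. None of them passed without −dox trametinib replicate 2 (adjusted p = 0.11, 0.15, 0.12, 0.089 and 0.073) or without −dox trametinib replicate 3 (0.13, 0.18, 0.12, 0.081 and 0.083). Without +dox trametinib replicate 1 only Cdc25b passed (adjusted p = 0.064, 0.062, 0.057 and 0.057 for the other 4 in this order). Without replicate 2 of that group the calls of Cdc20, Cdc25b and Cenpa ended (adjusted p = 0.088, 0.16 and 0.075), and without replicate 3 that of Cdc25b (0.11). With only these 6 arrays in the fit none of the 5 passed (adjusted p = 0.074, 0.1, 0.1, 0.074 and 0.081). With the mean of probe sets Cenpe alone of the 5 passed (adjusted p = 0.0099). The call of Cdc25b also ended after a further quantile normalisation (adjusted p = 0.055) and after centring (0.064). Of 24 genes of ERK pathway output, 6 were higher, 0 lower and 18 did not pass (7 higher and 1 lower when adjusted over the list alone), with camera adjusted p = 0.0016 (adjusted p = 0.36 with an estimated correlation). For this list fry gave adjusted p = 0.068. The call of Spry4, an inhibitor of receptor signalling, ended without −dox trametinib replicate 1, 2 or 3 (adjusted p = 0.059, 0.072 and 0.08) and without +dox trametinib replicate 2 or 3 (0.11 and 0.083). The call of Dusp6 ended without −dox trametinib replicate 3 (adjusted p = 0.08) or +dox trametinib replicate 2 (0.075). Spry4 and Dusp6 had −dox trametinib means of 3.33 and 3.95, under the background level, and +dox trametinib means of 4.80 and 4.96. Little of their difference can be read above that level: at least 0.017 for Spry4 and 0.18 for Dusp6. The calls of Spry2, Spred1, Spred2 and Ccnd1 stayed whichever array was left out. With the mean of probe sets Spry2, Spred2 and Spry4 did not pass (adjusted p = 0.055, 0.81 and 0.18). Ccnd1, the D-type cyclin that links growth signals to the cell cycle, had a log2 expression of 8.70 ± 0.22 in −dox and 10.20 ± 0.55 in +dox trametinib arrays (SD, n = 3; standard error of the difference 0.22, adjusted p = 0.0038 from limma). Of 12 fibroblast markers, 4 fell, 0 rose and 8 did not pass (7 fell when adjusted over the list alone), with camera adjusted p = 9.6e-07 (adjusted p = 0.032 with an estimated correlation), and Col3a1 fell by 3.58. Only 2 of the markers fell without −dox trametinib replicate 2, +dox trametinib replicate 1 or +dox trametinib replicate 2. Of 25 invasive and mesenchymal genes, 6 fell, 1 rose and 18 did not pass (8 fell and 2 rose when adjusted over the list alone), with camera adjusted p = 8.4e-04 (adjusted p = 0.33 with an estimated correlation). The higher gene was Wnt5a, a call that ended without −dox trametinib replicate 1 or 3 (adjusted p = 0.061 and 0.13) or +dox trametinib replicate 2 or 3 (0.1 and 0.1). Tnc, the matrix protein tenascin C, fell by 3.27 and Snai1, a repressor of E-cadherin, fell by 1.60. Bcl2, which blocks apoptosis, was 1.26 higher (standard error 0.19, adjusted p = 0.0041; 0.063 with the mean of its probe sets). Tfcp2l1, a transcription factor of pluripotent cells, was 2.53 higher (adjusted p = 0.0066), and the pluripotency list otherwise had 25 genes that did not pass (1 higher when adjusted over the list alone). Cxcr4, a chemokine receptor of migrating cells, was under the background level on the −dox arrays and at least 2.95 higher in +dox cells, and Ptgs2, the inducible cyclooxygenase, fell by 3.64. In all, 358 genes changed between +dox and −dox cells under trametinib, 213 higher and 145 lower, with 20.1% of genes not overlapping between the groups (10% by chance), and 142 changed under both DMSO and trametinib (72 higher, 69 lower and 1 opposite). The count was 544 without −dox trametinib replicate 1 and 235 without replicate 2, and 588 with arrays weighted by their quality.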

Interestingly, T-type calcium channels were predicted to be one of the significant upstream regulators in adaptive cells, suggesting them as a target to alleviate therapy adaptation in melanoma. Moreover, analysis from TCGA-SKCM database showed that melanoma patients with high expression of CACNA1H have a worse survival outcome compared with those with low CACNA1H expression (*p* = 0.029) (Supplementary Fig. S4a) Furthermore, we confirmed that *Cacna1h* was highly expressed in both C790 and 4434 partially reprogrammed cells (Fig. 3e and Supplementary Fig. S4b), highlighting the importance of calcium in adaptation to MAPKi.

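Among the genes of calcium channels and calcium handling, Orai1 rose with trametinib in both cell states, while the measured T-type channel genes stayed under the background level. Orai1, the pore of store-operated calcium entry, rose by 0.82 on the log2 scale in −dox cells (standard error 0.13, adjusted p = 0.0012 from limma) and by 0.58 in +dox cells (standard error 0.13, adjusted p = 0.0071). Of 36 genes of calcium stores, pumps and signalling, 7 rose, 1 fell and 28 did not pass in −dox cells and 8 rose, 2 fell and 26 did not pass in +dox cells (8 rose and 1 fell, and 8 rose and 3 fell, when adjusted over the list alone). In +dox cells 5 rose and 1 fell without trametinib replicate 1, and 1 fell without DMSO replicate 2 or 3 or trametinib replicate 3. The camera adjusted p of that list was 0.086 and 0.41. Stim2, a calcium sensor of the endoplasmic reticulum, fell by 0.55 in +dox cells (adjusted p = 0.041), a call that ended without +dox DMSO replicate 2 or 3 (adjusted p = 0.15 and 0.11), without +dox trametinib replicate 1 or 3 (0.12 and 0.14), with the mean of its probe sets (0.21) and after centring (0.073). Atp2a3, a calcium pump of the endoplasmic reticulum, fell by 2.61 in −dox cells (adjusted p = 0.0098), and Ppp3ca, a catalytic subunit of calcineurin, rose by 0.65 in +dox cells (adjusted p = 0.0085). Of 22 subunits of other voltage-gated calcium channels, 1 rose, 1 fell and 20 did not pass in −dox cells (1 rose and 0 fell when adjusted over the list alone), and 0 passed in +dox cells over all genes or over the list alone in limma (3 higher at an unadjusted p under 0.05). Cacna2d3, an auxiliary subunit, rose by at least 0.54 from under the background level in −dox cells (adjusted p = 0.0035). Cacna1a, the pore of P/Q-type channels, had a log2 expression of 5.66 ± 0.19 in +dox DMSO and 6.73 ± 0.44 in +dox trametinib arrays (SD, n = 3), a change of 1.07 (standard error 0.43, adjusted p = 0.096; 0.0091 with only these 6 arrays in the fit, 0.028 with weighted arrays and 0.022 with the replicate number as a block). In −dox cells its change was 0.95 (adjusted p = 0.15; 0.045 without −dox trametinib replicate 1 and 0.045 with weighted arrays). The values of the T-type channel genes describe a signal under the background level and set no bound on their RNA. At the lower level of 4.32 (90th percentile), this still holds for Cacna1h, but the means of Cacna1g are above it in 3 of 4 groups (4.44, 4.43 and 4.44). With trametinib, Cacna1h, the pore of the T-type channel Cav3.2, had a log2 change of 0.09 in −dox cells (95% interval -0.19 to 0.37, adjusted p = 0.68) and of 0.20 in +dox cells (95% interval -0.08 to 0.48, adjusted p = 0.32). Cacna1g, the pore of Cav3.1, had a log2 change of 0.23 in −dox cells (95% interval -0.08 to 0.54, adjusted p = 0.28; 0.026 with weighted arrays) and of 0.01 in +dox cells (95% interval -0.30 to 0.32, adjusted p = 0.98). The third T-type gene is not analysed here. The prediction of upstream regulators came from IPA and was not repeated here. From that prediction, the paper proposes T-type calcium channels as a target to ease the adaptation of melanoma cells to therapy.

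**Figure D5:**
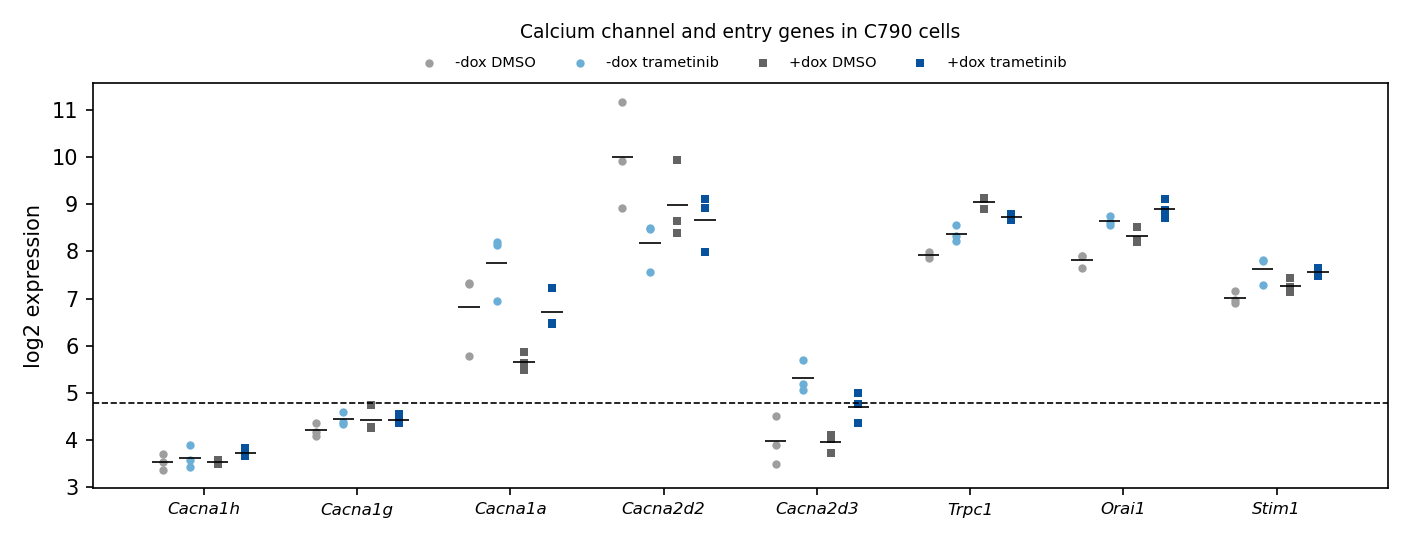
Log2 expression of calcium channel and calcium entry genes on each array (points, 3 per group; short lines, group means; dashed line, background level). Cacna1h and Cacna1g lie under the background level on all 12 arrays, and Orai1 is higher with trametinib in both cell states.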

Based on these data, we were interested to further explore the effect of T-type calcium channels in de-differentiated and adaptive melanoma cells. We speculated that adaptation to MAPKi could be regulated by an alternative pathway, in which T-type calcium channels may be involved.

### Inhibition of T-type calcium channels increases drug-sensitivity and differentiation in murine MAPKi-adaptive melanoma cells

To determine whether the inhibition of T-type calcium channels could induce cell death in de-differentiated melanoma cells, C790 and 4434 reprogrammed cells were treated with mibefradil and lomerizine for 24 h. Cell viability showed no significant differences in the IC50 values of mibefradil in partially reprogrammed cells (“ + dox”), compared to control cells (“− dox”) (Fig. 4a, Supplementary Fig. S5a). De-differentiated cells were slightly sensitive to mibefradil (C790 mean IC50 = 5.9 ± 0.74 μM; 4434 mean IC50 = 8.87 ± 0.25 μM) compared to control cells (C790 mean IC50 = 6.44 ± 0.66 μM; 4434 mean IC50 = 7.82 ± 0.96 μM). Similar results were observed with lomerizine (Supplementary Tables S2 and S4). Moreover, a more selective T-type calcium channels inhibitor (NNC 55–0396) was also evaluated. Results showed that IC50 values of NNC 55–0396 were significantly different between partially reprogrammed cells (“ + dox”), compared to control cells (“− dox”) (Supplementary Tables S5 and S6).

**Fig. 4:**
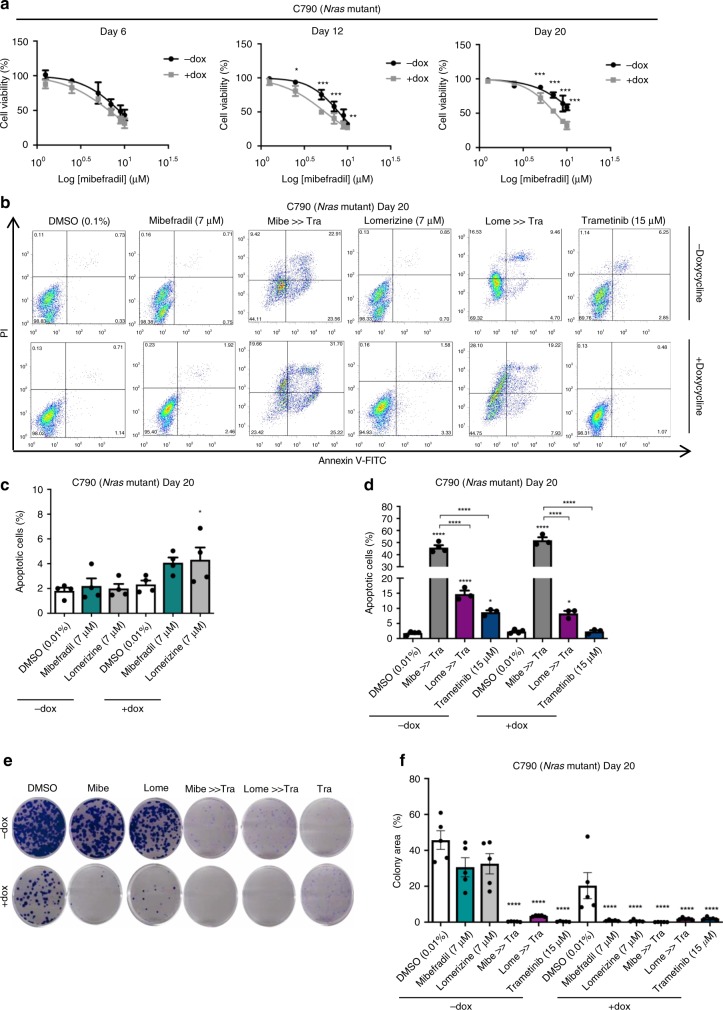
Inhibition of calcium channels increases sensitivity to MAPK inhibitors in partially reprogrammed cells. **a** Cell viability was performed using alamar blue assay. Partially reprogrammed cells C790 were treated with mibefradil (10–1.25 μM) for 24 h. After 3 h incubation with alamar blue, fluorescence (at 590 nm) was obtained. Cell viability was evaluated at days 6, 12 and 20 of reprogramming. **b** Representative scatter plots of PI (*y*-axis) vs. annexin V (*x*-axis) for day 20 of partial reprogramming. Early apoptotic cells are shown in the lower right quadrant and late apoptotic cells are shown in the upper right quadrant. Mibe: mibefradil (7 μM). Lome: lomerizine (7 μM). Mibe (Lome) »Tra: sequential treatment with mibefradil (lomerizine) 24 h, followed by trametinib (15 μM) for another 24 h. **c** Apoptosis analysis using annexinV/PI staining. Cells were treated with mibefradil (7 μM) and lomerizine (7 μM) for 24 h. Percentage of apoptotic cells (early and late apoptosis) is shown as mean ± SEM (*n* = 3). **d**. Apoptosis analysis using sequential treatment with calcium channel blockers and MAPKi. Percentage of apoptotic cells (early and late apoptosis) is shown as mean ± SEM (*n* = 3). **e** Clonogenic assay of partially reprogrammed cells C790 treated with DMSO (0.01%), mibefradil (7 μM), lomerizine (7 μM), Mibe (Lome) »Tra: sequential treatment with mibefradil (lomerizine), and trametinib (15 μM) for 24 h. Representative images of wells stained with crystal violet are shown. **f** Percentage of colony area for all treatments is shown as mean ± SEM (*n* = 5) for partially reprogrammed cells C790. All data are represented as mean ± SEM of three or more independent experiments. Statistical analyses were performed with One-Way ANOVA and post-hoc test; *p < 0.05, **p < 0.01 and ***p < 0.001.

Furthermore, single treatments with mibefradil and lomerizine slightly increased the percentage of apoptotic cells after 24 h in both C790 (Fig. 4b, c) and 4434 partially reprogrammed cells (Supplementary Fig. S5b, c). Together, these data indicated that inhibition of T-type calcium channels has the potential to promote apoptosis and affect cell viability in de-differentiated and adaptive cells.

Considering these results and the high expression of T-type calcium channel in de-differentiated cells (Fig. 3e and Supplementary Fig. S4b), we hypothesised that these channels could be potential candidates to re-sensitise adaptive cells to MAPKi. Therefore, we evaluated drug sensitisation by treating reprogramed cells with mibefradil or lomerizine for 24 h followed by treatment with MAPKi for another 24 h (sequential treatment). The percentage of apoptotic cells was significantly increased in partially reprogrammed cells after the sequential treatment (Fig. 4d and Supplementary Fig. S5d), and the capacity of colony formation was significantly reduced in C790 partially reprogrammed cells after sequential treatment, (Fig. 4e, f), suggesting that previous sensitisation with mibefradil increased cell death and decreased the capacity of unlimited cell reproduction after treatment with MAPKi. Similar results were obtained in 4434 partially reprogrammed cells (Supplementary Fig. S5e, f).

Since calcium participates as a second messenger in a wide variety of cellular mechanisms, identifying how calcium regulates cellular capacity for self-renewal is challenging. We speculated that T-type calcium channels affect the pluripotency status of reprogrammed cells. Treatment with mibefradil and lomerizine in C790 and 4434 partially reprogrammed cells revealed that the expression of stemness markers *Sox2*, *Ssea-1* and *CD271* were significantly reduced (Supplementary Fig. S6a, b), leading into a more differentiated phenotype. Together these data suggest that the modulation of calcium influx improved responses to MAPKi-adaptive cells by promoting cell death and differentiation.

### Calcium channel antagonists sensitise human BRAF-adaptive melanoma cells

To establish the role T-type calcium channels play in adaptive human melanoma cells, we used BRAFi-adaptive melanoma cells A375, SK-MEL-28 and HT144 treated for 24 h with vemurafenib (3 µM). We confirmed that human vemurafenib-adaptive melanoma cells increased expression of T-type calcium channels genes, CACNA1G and CACNA1H compared to parental cells (Fig. 5a).

**Fig. 5:**
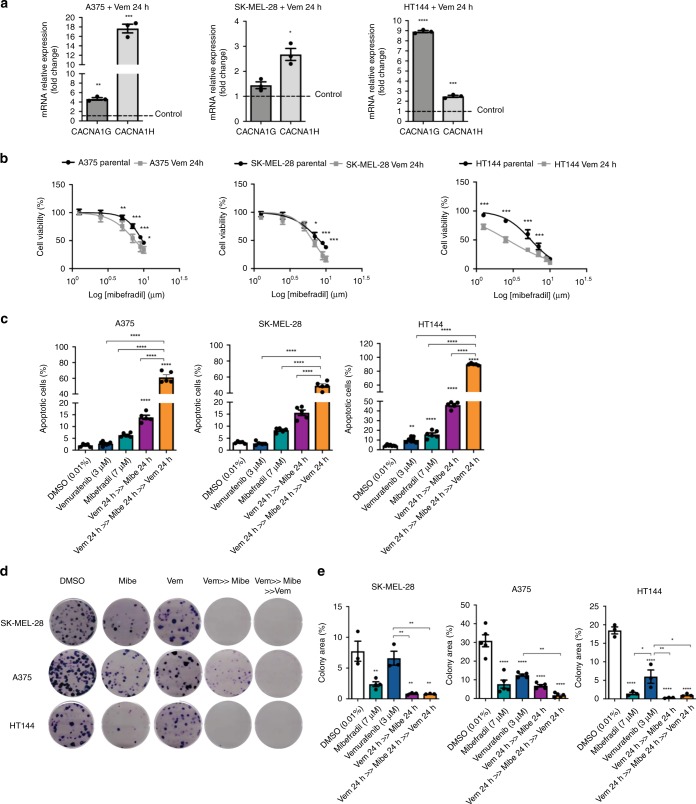
Mibefradil increases vulnerability to MAPK inhibitors in human BRAF- adaptive melanoma cells. **a** Gene expression analysis of CACNA1G and CACNA1H in human melanoma cell lines A375, SK-MEL-28 and HT144 upon 24 h treatment with vemurafenib (3 μM) (adaptation). Data were normalised using control cells as reference and 18 S as housekeeping gene. **b** Human melanoma cells were treated with mibefradil and lomerizine (10, 9, 7, 5, 2.5 and 1.25 μM) for 24 h (only mibefradil treatment is shown). After 3 h of incubation with alamar blue, fluorescence (590 nm) was obtained. **c** Apoptosis analysis of human melanoma, cells were treated with vemurafenib (3 μM) for 24 h, followed by mibefradil (7 μM) for 24 h; after this period cells were re-treated with vemurafenib (3 μM) for another 24 h (“Vem 24 h » Mibe 24 h » Vem 24 h”). Cells were stained and analysed by flow cytometry. Percentage of apoptotic cells (early and late apoptosis) is shown as mean ± SEM (*n* = 5). **d** Clonogenic assay of human cells A375, SK-MEL-28 and HT144 treated for 24 h with DMSO (0.01%), mibefradil (7 μM), vemurafenib (3 μM) and sequential treatment (Vem 24 h » Mibe 24 h » Vem 24 h). Representative images of wells stained with crystal violet are shown. **e** Percentage of colony area for all treatments is shown as mean ± SEM (*n* = 3) in all human melanoma cell lines. All data are represented as mean ± SEM of three or more independent experiments. Statistical analyses were performed with One-Way ANOVA and post-hoc test; *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001.

To determine if the increment in the expression of calcium channels was associated with a more de-differentiated and adaptive phenotype, similar to reprogrammed murine cells, we tested the effect of mibefradil on cell viability, cell death and colony formation ability in human BRAFi-adaptive cells. After 24 h treatment, mibefradil reduced viability in adaptive cells (A375 mean IC50 = 7.43 ± 0.80 μM; SK-MEL-28 mean IC50 = 6.5 ± 0.30 μM; HT144 mean IC50 = 2.65 ± 0.14 μM) compared to parental cells (A375 mean IC50 = 9.63 ± 0.35 μM; SK-MEL-28 mean IC50 = 8.17 ± 0.40 μM; HT144 mean IC50 = 5.5 ± 0.41 μM) (Fig. 5b *and* Supplementary Table S7). Treatment with lomerizine did not show a significant effect on the cell viability (Supplementary Fig. S7a) but, treatment with NNC 55–0396 did show significant differences between adaptive cells and parental cells (Supplementary Fig. S8a and Supplementary Table S8). Moreover, single treatment with mibefradil had no effect on apoptosis of parental cells but increased cell death in all adaptive cells (“Vem24h » Mibe24h”) and increased sensitivity to vemurafenib (“Vem24h » Mibe24h » Vem24h”) (Fig. 5c *and* Supplementary Fig. S7b). In addition, colony formation capacity was completely reduced in all adaptive cells after sequential treatment (“Vem24h » Mibe24h » Vem24h”) in comparison with single treatment with vemurafenib or DMSO (Fig. 5d, e). Treatment with NNC 55–0396 also increased cell death (Supplementary Fig. S8b) and impaired colony formation capacity (Supplementary Fig. S8c, d) in adaptive cells after sequential treatment (“Vem24h » NNC » Vem24h”).

These results were consistent with observations in partially reprogrammed murine cells and confirmed the possibility of using calcium channels blockers to sensitise adaptive cells to MAPK inhibitors.

In agreement with earlier results, treatment with mibefradil on human adaptive cells suppressed expression of differentiation markers associated with adaptive resistance^28,29^ in both parental and adaptive cells (Supplementary Fig. S9a, b, c). Sequential treatment (“Vem24h » Mibe24h » Vem24h”) showed a strong reduction of SOX2 expression, mRNA and protein levels, in SK-MEL-28 and HT144 adaptive cell lines (Supplementary Fig. S9d), supporting a possible connection between calcium signalling and stemness maintenance.

### Silencing of CACNA1H promotes cell death and differentiation in human BRAF-adaptive melanoma cells

To test whether CACNA1H is responsible for the increase in apoptosis and sensitisation in adaptive cells, we silenced CACNA1H gene in human melanoma cells (A375, SK-MEL-28 and HT144) and analysed the effect on cell death and differentiation after treatment with vemurafenib. CACNA1H knockdown was verified by qPCR and western blot in all cell lines (Fig. 6a, b and Supplementary Fig. S10a, b).

**Fig. 6:**
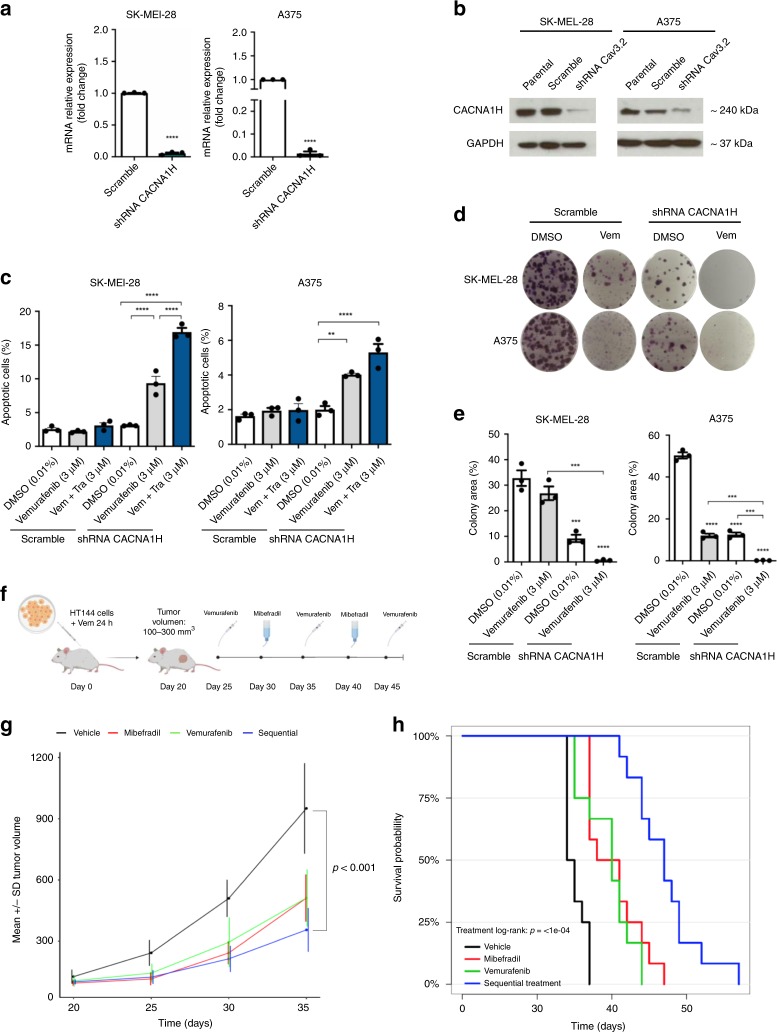
Blockage of CACNA1H induces cell death and differentiation in vitro and tumour growth inhibition in vivo in human BRAFi-adaptive melanoma xenografts. **a** Human melanoma cells A375, SK-MEL-28 and HT144 were transfected with sh- CACNA1H or sh-control (Scramble). After 48 h selection with puromycin (0.8 μg/mL), cells were collected and analysed by qPCR and western blot. Gene expression of CACNA1H confirms the silencing of the gene in cell lines A375 and SK-MEL-28. **b** Western blot analysis. Protein lysates of human melanoma cells were immunoblotted with GAPDH and CACNA1H antibodies. **c** Apoptosis assay of A375 and SK-MEL-28 cell lines. After treatment with sh- CACNA1H, cells were stained with annexinV/PI to analyse apoptosis by flow cytometry. Percentage of apoptotic cells (early and late apoptosis) is shown as mean ± SEM (*n* = 3). **d** Clonogenic assay of human cell lines A375 and SK-MEL-28 transfected with sh- CACNA1H or sh-control (Scramble), treated for 24 h with DMSO (0.01%) and vemurafenib (3 μM). Representative images of wells stained with crystal violet are shown. **e** Percentage of colony area for all treatments is shown as mean ± SEM (*n* = 3) in all human melanoma cell lines. **f** Workflow for in vivo evaluation of sequential treatment (Vem » Mibe » Vem) in adaptive human cells. HT144 cells treated with vemurafenib for 24 h were injected subcutaneously in female NGS mice. Once tumour volume reached 100–300 mm^3^, animals were randomised into four groups (*n* = 10), and treatments were administrated daily as is shown. **g** Effect of sequential treatment in tumour growth in HT144 xenografts, shown as mean and standard deviation of tumour volume over time following treatment initiation. Tumour growth curves were compared based on a linear mixed model with predictors time, treatment and interaction between time and treatments as fixed effects, and random intercept/slope effect. The interaction term was tested to compare the growth rate relative to the vehicle group. P-values are adjusted for multiple testing. **h** Kaplan-Meier curves representing survival of HT144 xenografts mice treated with vehicle (black line), mibefradil (red line), vemurafenib (green line) and sequential treatment (blue line). Survival end point was established when the tumour volume reached 1000 mm^3^. The survival curves were analysed with pairwise treatment comparison using log-rank test with adjustment of p-values for multiple testing. Data are represented as mean ± SEM of three independent experiments. Statistical analyses were performed with One-Way ANOVA and post-hoc test; **p < 0.01, ***p < 0.001 and ****p < 0.0001.

We evaluated apoptosis in CACNA1H knockdown cell lines after 24 h of treatment with vemurafenib or the combination treatment with vemurafenib and trametinib. CACNA1H knockdown increased apoptosis in CACNA1H knockdown cell lines compared to the scramble control (Fig. 6c), thereby confirming that induction of apoptosis in BRAFi-adaptive cells was driven by inhibition of CACNA1H calcium channel. Due to limited efficiency of knockdown (Supplementary Fig. S10b) there was no significant difference in cell death for HT144 CACNA1H knockdown cells (Supplementary Fig. S10c). Moreover, colony formation capacity was affected in CACNA1H knockdown cells lines A375 and SK-MEL-28 after treatment with vemurafenib (Fig. 6d, e), supporting that CACNA1H calcium channel knockdown increased sensitivity of adaptive cells to BRAFi.

To confirm that knockdown of CACNA1H was responsible for changes in differentiation status, we measured SOX2 expression in human melanoma cells. mRNA and protein levels were substantially reduced in both A375 and SK-MEL-28 cells indicating decreased stemness phenotype (Supplementary Fig. S10d, e). Taking together, CACNA1H silencing induced a similar effect on cell death and differentiation as the pharmacological inhibition of calcium channels with mibefradil.

### Sequential treatment using mibefradil and vemurafenib reduces tumour growth and improves survival in HT144 and A375 adaptive xenografts model

To determine the anti-tumour effect of the sequential treatment in vivo, HT144 and A375 xenografts model were used. Mice were inoculated subcutaneously either with HT144 or A375 cells treated for 24 h with vemurafenib. After tumour volume reached 100–300 mm^3^, animals (*n* = 40) were randomised to four different treatment groups. Sequential treatment consists in oral administration of vemurafenib for 5 days, follow by mibefradil for another 5 days. This workflow was repeat until two cycles were completed and finally, vemurafenib was apply for the last 5 days of the experiment (Fig. 6f and Supplementary Fig. S10f). In parallel, single treatments with vemurafenib, mibefradil or vehicle were tested.

Single treatments with vemurafenib (*p* = 0.013) and mibefradil (*p* = 0.025) significantly reduced tumour growth compared to control group (vehicle) while sequential treatment (*p* < 0.001) showed the most significant reduction on tumour volume compared to control mice (vehicle) in HT144 xenografts (Fig. 6g). Moreover, survival data showed a better outcome for mice treated with sequential treatment compared to control group (*p* < 0.001) (Fig. 6h). In addition, single treatments of vemurafenib (*p* = 0.001) and mibefradil (*p* < 0.001) showed a significant difference in survival compared to vehicle group. These results support the use of mibefradil to enhance the anti-tumour effects of vemurafenib in vivo.

In A375 xenografts, single treatment with vemurafenib alone led to a slight reduction in tumour growth compared to control group (vehicle). In contrast, mice treated with mibefradil (*p* = 0.013) or sequential treatment (*p* = 0.019) had a significant reduction in tumour volume compared to control mice (vehicle) (Supplementary Fig. S10g). Considering the survival data, mice treated with sequential treatment showed a better outcome, compared to control group (*p* < 0.001) (Supplementary Fig. S10h), similar to the results obtained in HT144 xenografts. Single treatments of vemurafenib (*p* = 0.053) and mibefradil (*p* = 0.063) did not show significant difference in survival compared to vehicle group.

These in vivo effects are consistent with our previous in vitro data in human adaptive cells and mouse reprogrammed cells, suggesting that the inhibition of T-type calcium channels is a promising strategy to sensitise de-differentiated and adaptive melanoma cells to MAPKi.

## Discussion

Here, we have demonstrated that partial reprogramming of melanoma cells induced a de-differentiated phenotype and increased adaptation against MAPKi. We observed that T-type calcium channels expression increased in MAPKi-adaptive melanoma cells and that inhibition of T-type calcium channels enhanced cell death and differentiation in reprogrammed melanoma cells and in human BRAFi-adaptive melanoma cells. Based on the reduction of tumour growth and the improvement in overall survival after sequential treatment *in vivo*, we suggest that T-type calcium channels are potential targets to eliminate adaptive melanoma cells by restoring sensitivity to MAPKi.

In vitro de-differentiation or reprogramming of melanoma cells has been described previously.^20,30–32^ *Nras* and *Braf*-mutated melanoma cells were partially reprogrammed to study genetic and molecular changes during the intermediate stages of tumour progression. We observed a switch in gene expression of partially reprogrammed cells with increased expression of stemness related genes, reduced levels of melanocytic markers as well as decreased proliferation and increased invasiveness, which are consistent with the classical features of phenotype switching in melanoma.^24,33^ Considering that cellular de-differentiation has been correlated with development of resistance to therapies,^6,33,34^ and that progressive de-differentiation status of melanoma has been observed in patient samples under standard treatments with MAPKi,^26^ we hypothesised that partially reprogrammed melanoma cells would be less sensitive to BRAF or MEK inhibitors. Consistent with other reports where de-differentiation of human melanoma cells conveyed increased adaptation to MAPKi,^31^ our results indicated that partially reprogrammed murine melanoma cells also increased survival after treatment with trametinib, vemurafenib or with their combination.

Several mechanisms have been implicated^2,5,35,36^ in acquired, adaptive and intrinsic resistance in melanoma, although most have included reactivation of ERK signalling with some exceptions.^36^ Here we showed that the inhibition of MAPK pathway in partially reprogrammed cells affected the phosphorylation status of ERK protein in both C790 and 4434 melanoma cells independently of the de-differentiated state of the cells. Moreover, gene expression analysis of C790 reprogrammed cells revealed an upregulation of T-type calcium channels suggesting an association between the de-differentiated state of the cells and sensitivity to calcium channel antagonists. 

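In the C790 arrays at day 20, the log2 expression of Cacna1h, which encodes the T-type channel pore Cav3.2, was 3.55 ± 0.17 in −dox DMSO and 3.54 ± 0.04 in +dox DMSO arrays (SD, n = 3 each). Its log2 change with dox was 0.00 (standard error 0.13, adjusted p = 0.99 from limma), with a 95% interval from -0.28 to 0.28. The other probe set of Cacna1h had a mean of 3.61 in −dox DMSO and of 3.61 in +dox DMSO arrays. Cacna1g, which encodes Cav3.1, had a log2 expression of 4.21 ± 0.13 in −dox DMSO and 4.43 ± 0.28 in +dox DMSO arrays (SD, n = 3), a change of 0.22 (95% interval -0.09 to 0.53, adjusted p = 0.44). Under trametinib, the +dox cells differed from the −dox cells by 0.11 in Cacna1h (95% interval -0.17 to 0.39) and by -0.01 in Cacna1g (95% interval -0.32 to 0.30). All of these means are under the background level, so the intervals describe the signal of the probe sets and set no bound on the RNA of the channels. For Cacna1g this depends on the level chosen. At the 90th percentile of the background probe sets, 4.32, its means lay above the level in 3 of 4 groups (4.44, 4.43 and 4.44), all but −dox DMSO, while Cacna1h stayed under it. The paper reports high Cacna1h in reprogrammed cells by quantitative PCR and western blot, assays that were not analysed here. Trpc1, a cation channel that lets calcium into the cell, was 1.11 higher in +dox than in −dox cells under DMSO (standard error 0.11, adjusted p = 4.3e-04). Under trametinib its log2 change with dox was 0.37 (adjusted p = 0.1), which did not pass.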

T-type calcium channels belong to a wide family of voltage gated calcium channels (VGCCs); each subfamily involves several isoforms (Cav1, Cav2 or Cav3) that display different electrophysiological properties.^37^ Channels with low voltage-activated and transient currents are known as T-type channels, which are expressed in numerous cell types including non-excitable cells.^38^ Alteration in the expression of any of the VGCCs is associated with neurological diseases, such as epilepsies,^39^ or cardiac conditions like arrhythmias.^40^ Since T-type calcium channels were reported to be upregulated in cancer cells,^41^ growing evidence has shown that VGCCs are widely expressed in many types of cancer with a particularly significant increase of T-type calcium channels in tumour cells. This overexpression has been confirmed in glioblastoma,^19,42^ ovarian cancer,^18^ breast cancer,^13^ leukaemia^17^ and melanoma.^15^ Accordingly, our results showed upregulation of T-type calcium channels in MAPKi-adaptive melanoma cells and the effect of mibefradil by inducing apoptosis and reducing the capacity of colony formation.

Previous investigations have shown that administration of T-type calcium channel antagonists (mibefradil or NNC-55–0396) inhibits proliferation and induces apoptosis in several cancer cells,^12^ i.e. U87MG glioma,^43^ colon cancer,^16^ human lung adenocarcinoma (A549), pancreatic cancer (MiaPaCa2),^14^ melanoma^44^ and leukaemia cells.^17^ Moreover, biopsies from melanoma patients show a gradual increase in T-type calcium channel expression, which relates to poor prognosis.^45^ In accordance with this, the TCGA analysis also confirmed that melanoma patients with high expression of the CACNA1H gene have poorer survival compared to patients with low expression.

Inhibition of T-type calcium channels has been used to sensitise resistant cancer cells to specific therapies or conventional chemotherapy. However, there are no previous reports of using T-type calcium channel antagonists in de-differentiated and adaptive melanoma cells in order to restore sensitivity to MAPKi. Investigations in ovarian cancer show that mibefradil enhances anti-tumour activity of carboplatin in vitro and in vivo.^18,46^ In glioblastoma, mibefradil treatment enhanced the anti-tumour effects of ionizing radiation.^47^ The combination of mibefradil with temozolomide has shown a stronger therapeutic effect and survival.^19^ Consistent with these findings our results show that mibefradil potentiates the lethal effect of MAPKi, when administered sequentially, in MAPKi-adaptive melanoma cells in vitro and in vivo. This was further supported through silencing of CACNA1H transcript in human BRAFi-adaptive melanoma cells.

The role of T-type calcium channels in de-differentiation and adaptation to therapy remains unclear. Zang et al. (2017) showed that T-type calcium channels are enriched in glioblastoma stem-like cells (GSC), which are resistant to temozolomide. They demonstrated that blockade of calcium channels can re-sensitise resistant glioblastoma cells to chemotherapy.^19^ It is known that undifferentiated mouse embryonic stem cells (ES) have voltage dependent Ca^+^ currents, which link to cell cycle progression and maintenance of self-renewal in ES cells.^48^ In a similar way, GSC show an enrichment in the expression of the Cav3.2 channel, which correlates with resistance and poor prognosis.^19^ In addition, differentiation of GSC is induced upon treatment with mibefradil, which was confirmed by downregulation of stemness markers.^19^

In order to elucidate the connection between enhanced expression of T-type calcium channels and the de-differentiation status of MAPKi-adaptive cells we evaluated specific stemness markers in murine and human melanoma cells. After single treatment with mibefradil or lomerizine, we observed a significant decrease of stemness related markers in murine de-differentiated cells. These results are in line with the reduction of *Oct3/4* and *Nanog* expression in mouse ES after pharmacological blockage of T-type calcium channels or with Cav3.2 siRNA.^48^ Consistently, adaptive resistance markers SOX2, ID1 and ID3 were also decreased in human adaptive cells after treatment with mibefradil alone or with the sequential treatment. Reduction of SOX2 expression was also confirmed with CACNA1H knockdown in human melanoma cells.^28^ Together, these results conclude that the inhibition of T-type calcium channels induces differentiation in MAPKi-adaptive cells, suggesting the participation of calcium signalling in the stemness maintenance and drug adaptation in melanoma cells.

In conclusion, we have demonstrated that inhibition of T-type calcium channels increases cell death, differentiation, and restores sensitivity of de-differentiated and adaptive melanoma cells to MAPKi. Sequential treatment with mibefradil and vemurafenib is more effective against MAPKi-adaptive melanoma cells in vitro and in vivo, reducing tumour growth and increasing overall survival in mice. Our results confirm the potential use of T-type calcium channels antagonists as an effective treatment to restore sensitivity to MAPKi in melanoma. Importantly, the safe and therapeutic use of mibefradil in humans have been evaluated in a sequential treatment with temozolomide in patients with recurrent high-grade gliomas,^49^ supporting the suitability of this new treatment approach for melanoma patients.

## Supplementary information

Supplementary tables, supplementary figures and Sup. legends

## Data Availability

All data and material presented in this article and in the supplementary information are available upon request from the corresponding author.

# Supplementary material for: T-type calcium channel inhibition restores sensitivity to MAPK inhibitors in de-differentiated and adaptive melanoma cells
**Source:** Br J Cancer. 2020 Feb 17;122(7):1023–36. doi: 10.1038/s41416-020-0751-8
**Supplement:** Supplementary file 1 — Supplementary tables, supplementary figures and Sup. legends

## Supplementary Tables

Supplementary Table S1. List of primers (Materials and Methods section)

| Mouse qPCR primers   |                        |                             |
|----------------------|------------------------|-----------------------------|
| Amplification target | Forward Sequence       | Reverse Sequence            |
| Gapdh                | AGGTCGGTGTGAACGGATTTG  | TGTAGACCATGTAGTTGAGGTC<br>A |
| Sox2                 | TTAACGCAAAAACCGTGATG   | GAAGCGCCTAACGTACCACT        |
| Ssea1                | ACGGATAAGGCGCTGGTACTA  | GGAAGCCATAGGGCACGAA         |
| Mitf                 | CCAACAGCCCTATGGCTATGC  | CTGGGCACTCACTCTCTGC         |
| Pmel                 | CCTTGGGCAAGGCTCCCTTGC  | TCCACTGAGGAGCGGGCTGT        |
| Cacna1h              | CGGCCCTACTACGCA        | ATCCTCGCTGCATTC             |
| CD271                | TGCCGATGCTCCTATGGCTA   | CTGGGCACTCTTCACACACTG       |
| Human qPCR primers   |                        |                             |
| 18S                  | GAGGATGAGGTGGAACGTGT   | TCTTCAGTCGCTCCAGGTCT        |
| SOX2                 | GCCGAGTGGAACCTTTTGTCTG | GGCAGCGTGTA CTTATCCTTCT     |
| ID1                  | CTGCTCTACGACATG        | GAAGGTCCCTGATGT             |
| ID3                  | GCTTGCTGGACGACA        | GCGCTGTAGGATTTC             |
| CACNA1G              | GCTCCGGCACAAGTA        | C CACAATGAGCAGGAA           |
| CACNA1H              | TCGAGGAGGACTTCC        | TGCATCCAGGAATGG             |

Supplementary Table S2. IC50 values of MAPK inhibitors and calcium channel inhibitors for C790 (*Nras* mutant) during partial reprogramming at days 6, 12 and 20.

| C790 ( <i>Nras</i> mutant) | IC50 values           |                 |                       |                   |                       |                   |
|----------------------------|-----------------------|-----------------|-----------------------|-------------------|-----------------------|-------------------|
|                            | Trametinib ( $\mu$ M) |                 | Lomerizine ( $\mu$ M) |                   | Mibefradil ( $\mu$ M) |                   |
|                            | - doxycycline         | + doxycycline   | - doxycycline         | + doxycycline     | - doxycycline         | + doxycycline     |
| day 6                      | 1.71 $\pm$ 0.99       | 0.20 $\pm$ 0.02 | 10.60 $\pm$ 0.01      | 5.59 $\pm$ 0.83 * | 6.16 $\pm$ 0.25       | 3.70 $\pm$ 0.28 * |
| day 12                     | 2.16 $\pm$ 1.42       | > 10 $\mu$ M *  | 8.49 $\pm$ 0.16       | 7.18 $\pm$ 0.25 * | 5.75 $\pm$ 0.35       | 5.39 $\pm$ 0.01   |
| day 20                     | 2.09 $\pm$ 0.48       | > 10 $\mu$ M ** | 10.02 $\pm$ 1.69      | 7.05 $\pm$ 0.49 * | 6.44 $\pm$ 0.66       | 5.09 $\pm$ 0.74   |

Data are represented as mean  $\pm$  SEM of three or more independent experiments. \*  $p \leq 0.05$ , \*\*  $p \leq 0.01$  when compared to the control (- doxycycline) each day using unpaired *t* test.

Supplementary Table S3. IC50 values of MAPK inhibitors for 4434(*Braf*<sup>V600E</sup>) during partial reprogramming at days 6, 12 and 20.

| 4434 ( Braf V600E) | IC50 values           |                     |                        |                   |                                     |                         |
|--------------------|-----------------------|---------------------|------------------------|-------------------|-------------------------------------|-------------------------|
|                    | Trametinib ( $\mu$ M) |                     | Vemurafenib ( $\mu$ M) |                   | Trametinib + Vemurafenib ( $\mu$ M) |                         |
|                    | - doxycycline         | + doxycycline       | - doxycycline          | + doxycycline     | - doxycycline                       | + doxycycline           |
| day 6              | 0.0009 $\pm$ 0.0003   | 0.0008 $\pm$ 0.0002 | 5.40 $\pm$ 0.67        | 1.01 $\pm$ 0.05 * | 0.0002 $\pm$ 0.0001                 | 0.000007 $\pm$ 0.000001 |
| day 12             | 0.0026 $\pm$ 0.0005   | 0.24 $\pm$ 0.06 *   | 4.94 $\pm$ 1.06        | > 10 $\mu$ M **   | 0.0038 $\pm$ 0.0053                 | 0.0008 $\pm$ 0.0002 **  |
| day 20             | 0.0025 $\pm$ 0.0001   | > 10 $\mu$ M ***    | 5.05 $\pm$ 0.35        | > 10 $\mu$ M **   | 0.0029 $\pm$ 0.0020                 | 4.38 $\pm$ 0.03 ****    |

Data are represented as mean  $\pm$  SEM of three or more independent experiments. \*  $p \leq 0.05$ , \*\*  $p \leq 0.01$ , \*\*\*  $p \leq 0.001$ , \*\*\*\*  $p \leq 0.0001$  when compared to the control (- doxycycline) each day using unpair *t* test.

Supplementary Table S4. IC50 values of calcium channels inhibitors for 4434(*Braf*<sup>V600E</sup>) during reprogramming at day 20.

| 4434 ( Braf V600E) | IC50 values           |                 |                       |               |
|--------------------|-----------------------|-----------------|-----------------------|---------------|
|                    | Mibefradil ( $\mu$ M) |                 | Lomerizine ( $\mu$ M) |               |
|                    | - doxycycline         | + doxycycline   | - doxycycline         | + doxycycline |
| day 20             | 7.82 $\pm$ 0.96       | 8.87 $\pm$ 0.25 | > 10 $\mu$ M          | > 10 $\mu$ M  |

Data are represented as mean  $\pm$  SEM of three or more independent experiments.

Supplementary Table S5. IC50 values of calcium channels inhibitor NNC 555-0396 for 4434(*Braf*<sup>V600E</sup>) during reprogramming at day 6, 12 and 20.

| 4434 ( <i>Braf</i><br>V600E) | IC50 values            |                       |
|------------------------------|------------------------|-----------------------|
|                              | NNC 55-0396 ( $\mu$ M) |                       |
|                              | - doxycycline          | + doxycycline         |
| day 6                        | 6.54 $\pm$ 0.084       | 6.18 $\pm$ 0.059 **   |
| day 12                       | 6.33 $\pm$ 0.111       | 5.25 $\pm$ 0.018 **** |
| day 20                       | 5.12 $\pm$ 0.236       | 3.90 $\pm$ 0.355 ***  |

Data are represented as mean  $\pm$  SEM of three or more independent experiments. \*\*  $p \leq 0.01$ , \*\*\*  $p \leq 0.001$ , \*\*\*\*  $p \leq 0.0001$  when compared to the control (- doxycycline) each day using unpair *t* test.

Supplementary Table S6. IC50 values of calcium channels inhibitor NNC 555-0396 for C790 (*Nras* mutant) during partial reprogramming at days 6, 12 and 20.

| C790 ( <i>Nras</i><br>mutant) | IC50 values            |                     |
|-------------------------------|------------------------|---------------------|
|                               | NNC 55-0396 ( $\mu$ M) |                     |
|                               | - doxycycline          | + doxycycline       |
| day 6                         | 6.34 $\pm$ 0.916       | 5.82 $\pm$ 0.819    |
| day 12                        | 4.17 $\pm$ 0.373       | 3.29 $\pm$ 0.144 ** |
| day 20                        | 4.99 $\pm$ 0.648       | 3.51 $\pm$ 0.165 ** |

Data are represented as mean  $\pm$  SEM of three or more independent experiments. \*\*  $p \leq 0.01$  when compared to the control (- doxycycline) each day using unpair *t* test.

Supplementary Table S7. IC50 values of vemurafenib and calcium channel inhibitors for human melanoma cell lines during adaptive resistance.

| Cell line           | IC50 Values                   |                              |                             |
|---------------------|-------------------------------|------------------------------|-----------------------------|
|                     | Vemurafenib ( $\mu\text{M}$ ) | Mibefradil ( $\mu\text{M}$ ) | Lomerizine( $\mu\text{M}$ ) |
| A375 Parental       | $0.54 \pm 0.58$               | $9.63 \pm 0.35$              | $> 10 \mu\text{M}$          |
| A375 + Vem 24h      | $> 10 \mu\text{M}^{***}$      | $7.43 \pm 0.80^{**}$         | $> 10 \mu\text{M}$          |
| SK-MEL-28 Parental  | $1.3 \pm 0.24$                | $8.17 \pm 0.40$              | $> 10 \mu\text{M}$          |
| SK-MEL-28 + Vem 24h | $> 10 \mu\text{M}^{***}$      | $6.5 \pm 0.30^{**}$          | $> 10 \mu\text{M}$          |
| HT144 Parental      | $0.7 \pm 0.24$                | $5.5 \pm 0.41$               | $6.24 \pm 0.15$             |
| HT144 + Vem 24h     | $> 10 \mu\text{M}^{***}$      | $2.65 \pm 0.14^{****}$       | $3.07 \pm 0.14^{****}$      |

Data are represented as mean  $\pm$  SEM of three or more independent experiments.  $^{**} p \leq 0.01$ ,  $^{***} p \leq 0.001$ ,  $^{****} p \leq 0.0001$  when compared to the control (parental) using unpair *t* test.

Supplementary Table S8. IC50 values of calcium channels inhibitor NNC 555-0396 for human melanoma cell lines during adaptive resistance.

| Cell line           | IC50 Values                   |
|---------------------|-------------------------------|
|                     | NNC 55-0396 ( $\mu\text{M}$ ) |
| A375 Parental       | $5.39 \pm 0.116$              |
| A375 + Vem 24h      | $4.63 \pm 0.339^{**}$         |
| SK-MEL-28 Parental  | $6.00 \pm 0.121$              |
| SK-MEL-28 + Vem 24h | $5.63 \pm 0.287$              |
| HT144 Parental      | $4.25 \pm 0.034$              |
| HT144 + Vem 24h     | $2.77 \pm 0.235^{***}$        |

Data are represented as mean  $\pm$  SEM of three or more independent experiments.  $^{**} p \leq 0.01$ ,  $^{***} p \leq 0.001$  when compared to the control (parental) using unpair *t* test.

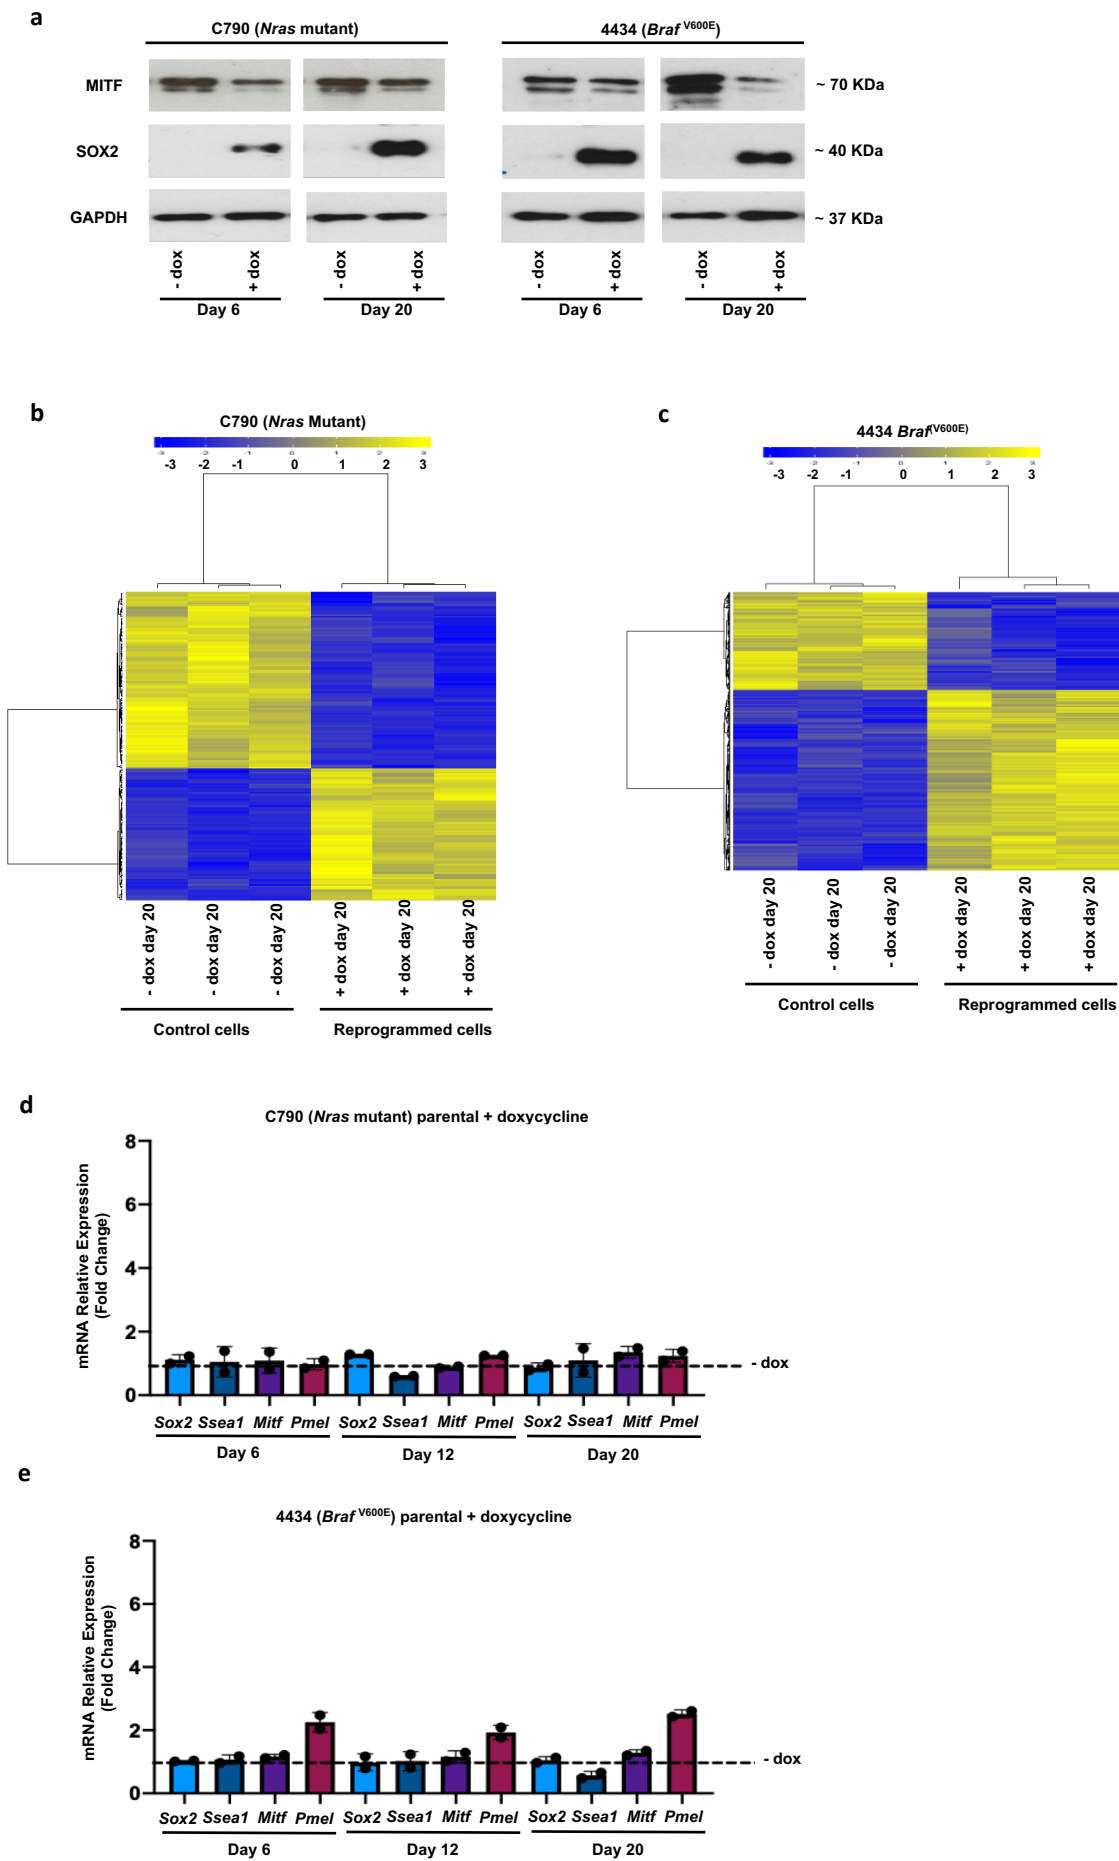

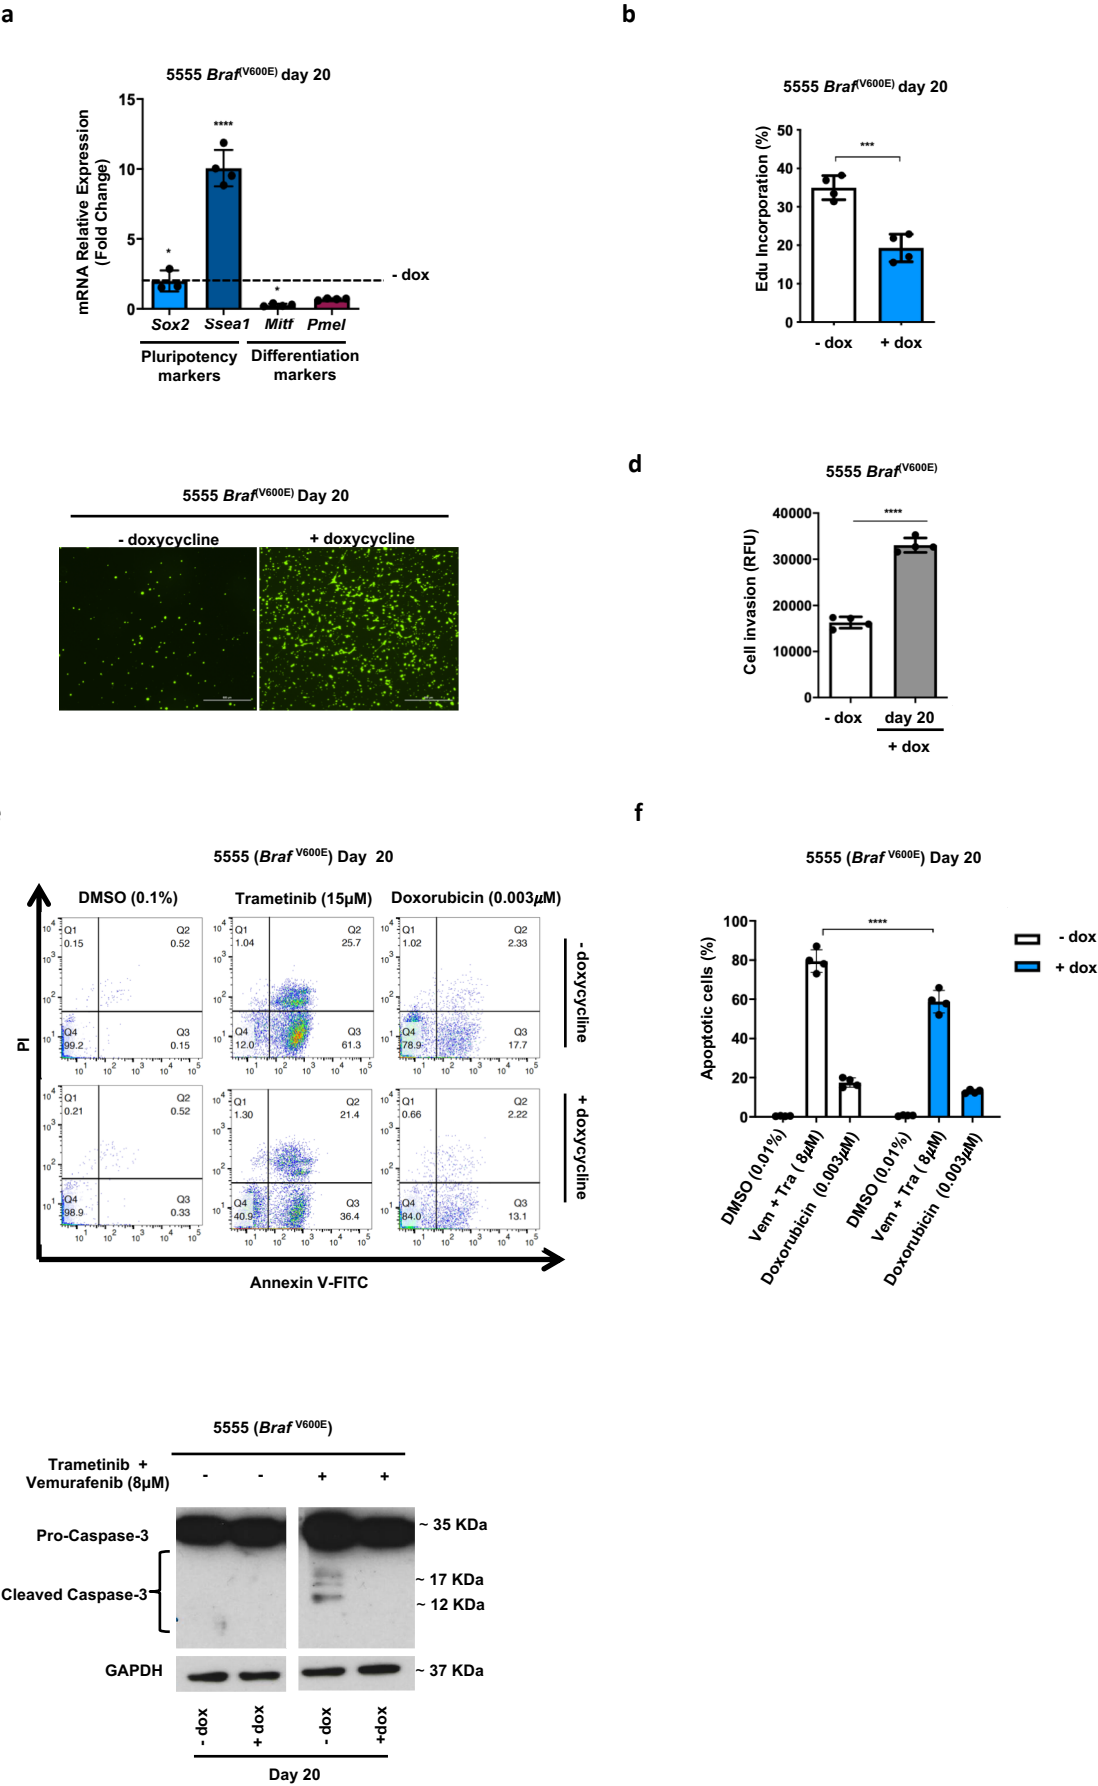

a

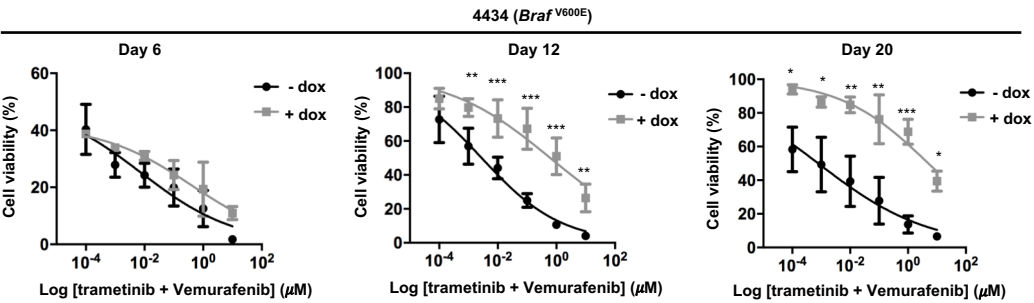

b

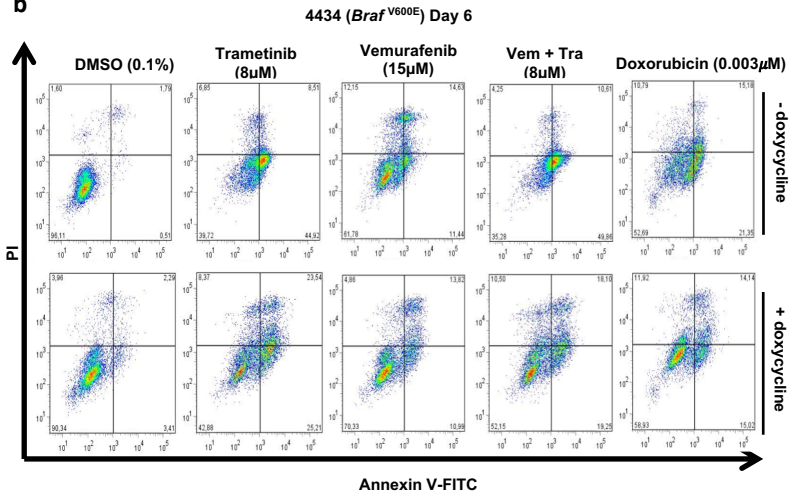

c

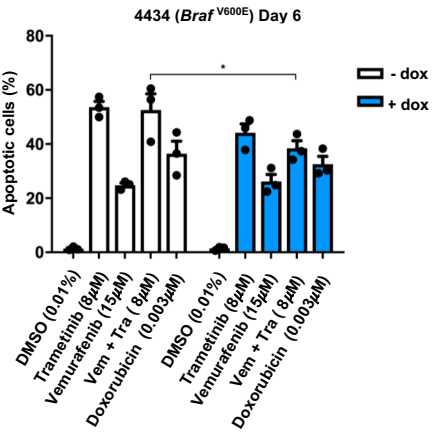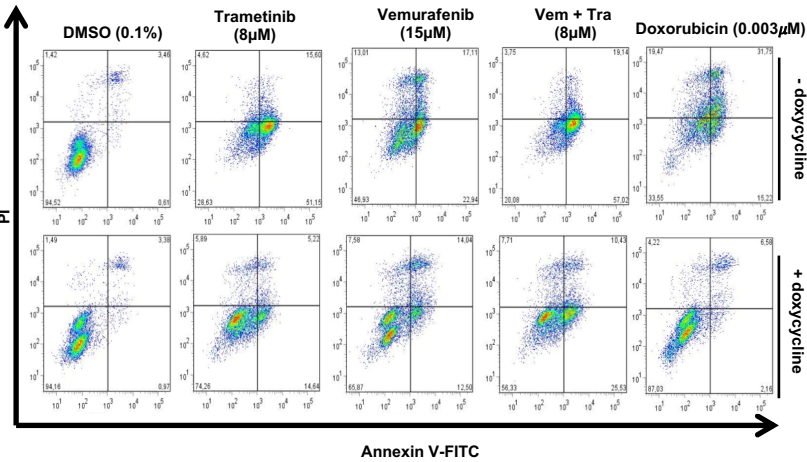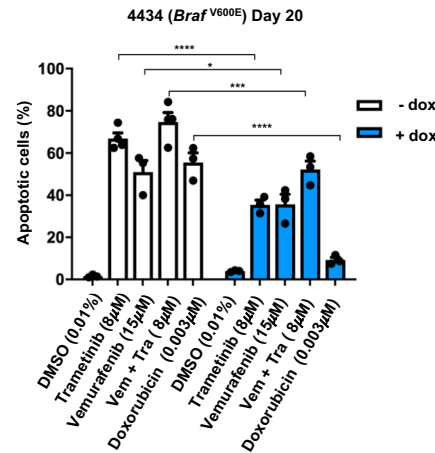

d

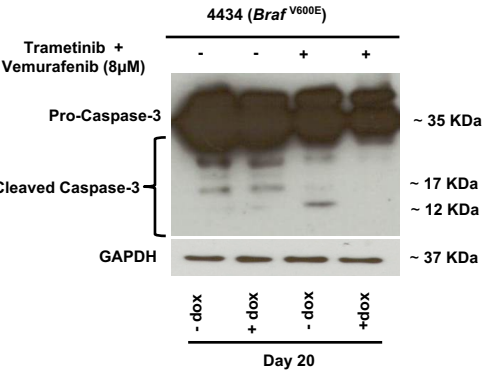

a

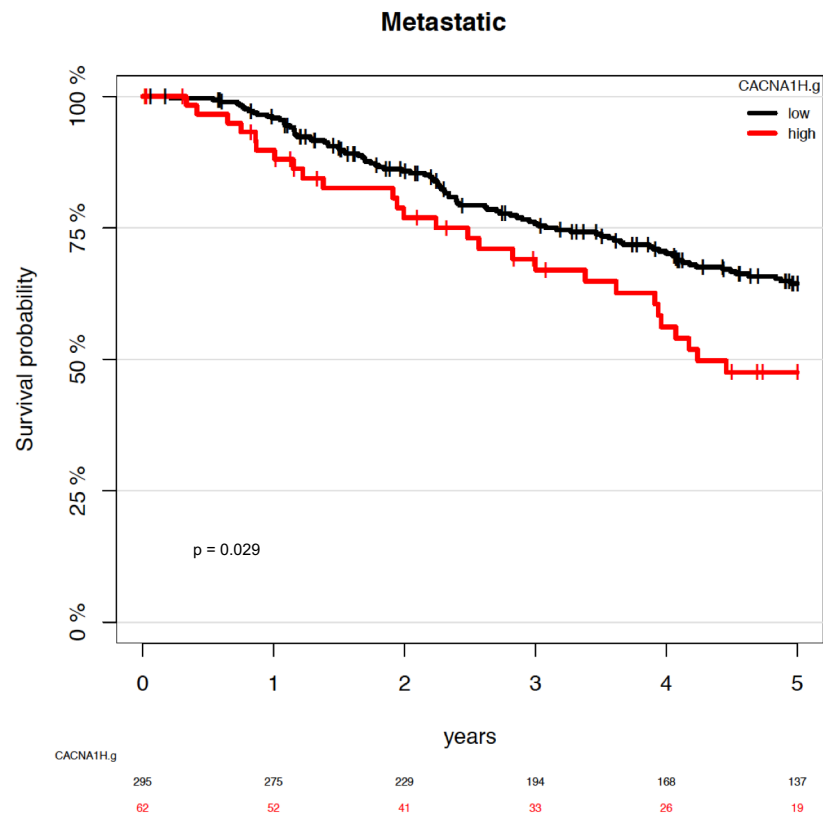

b

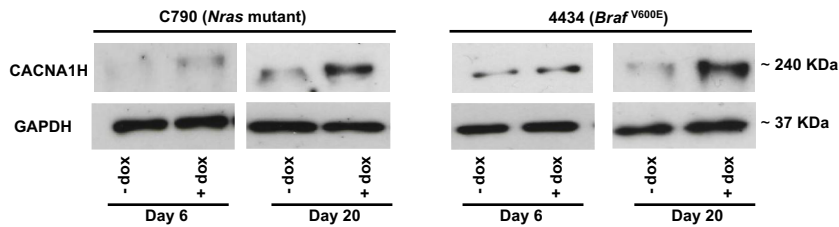

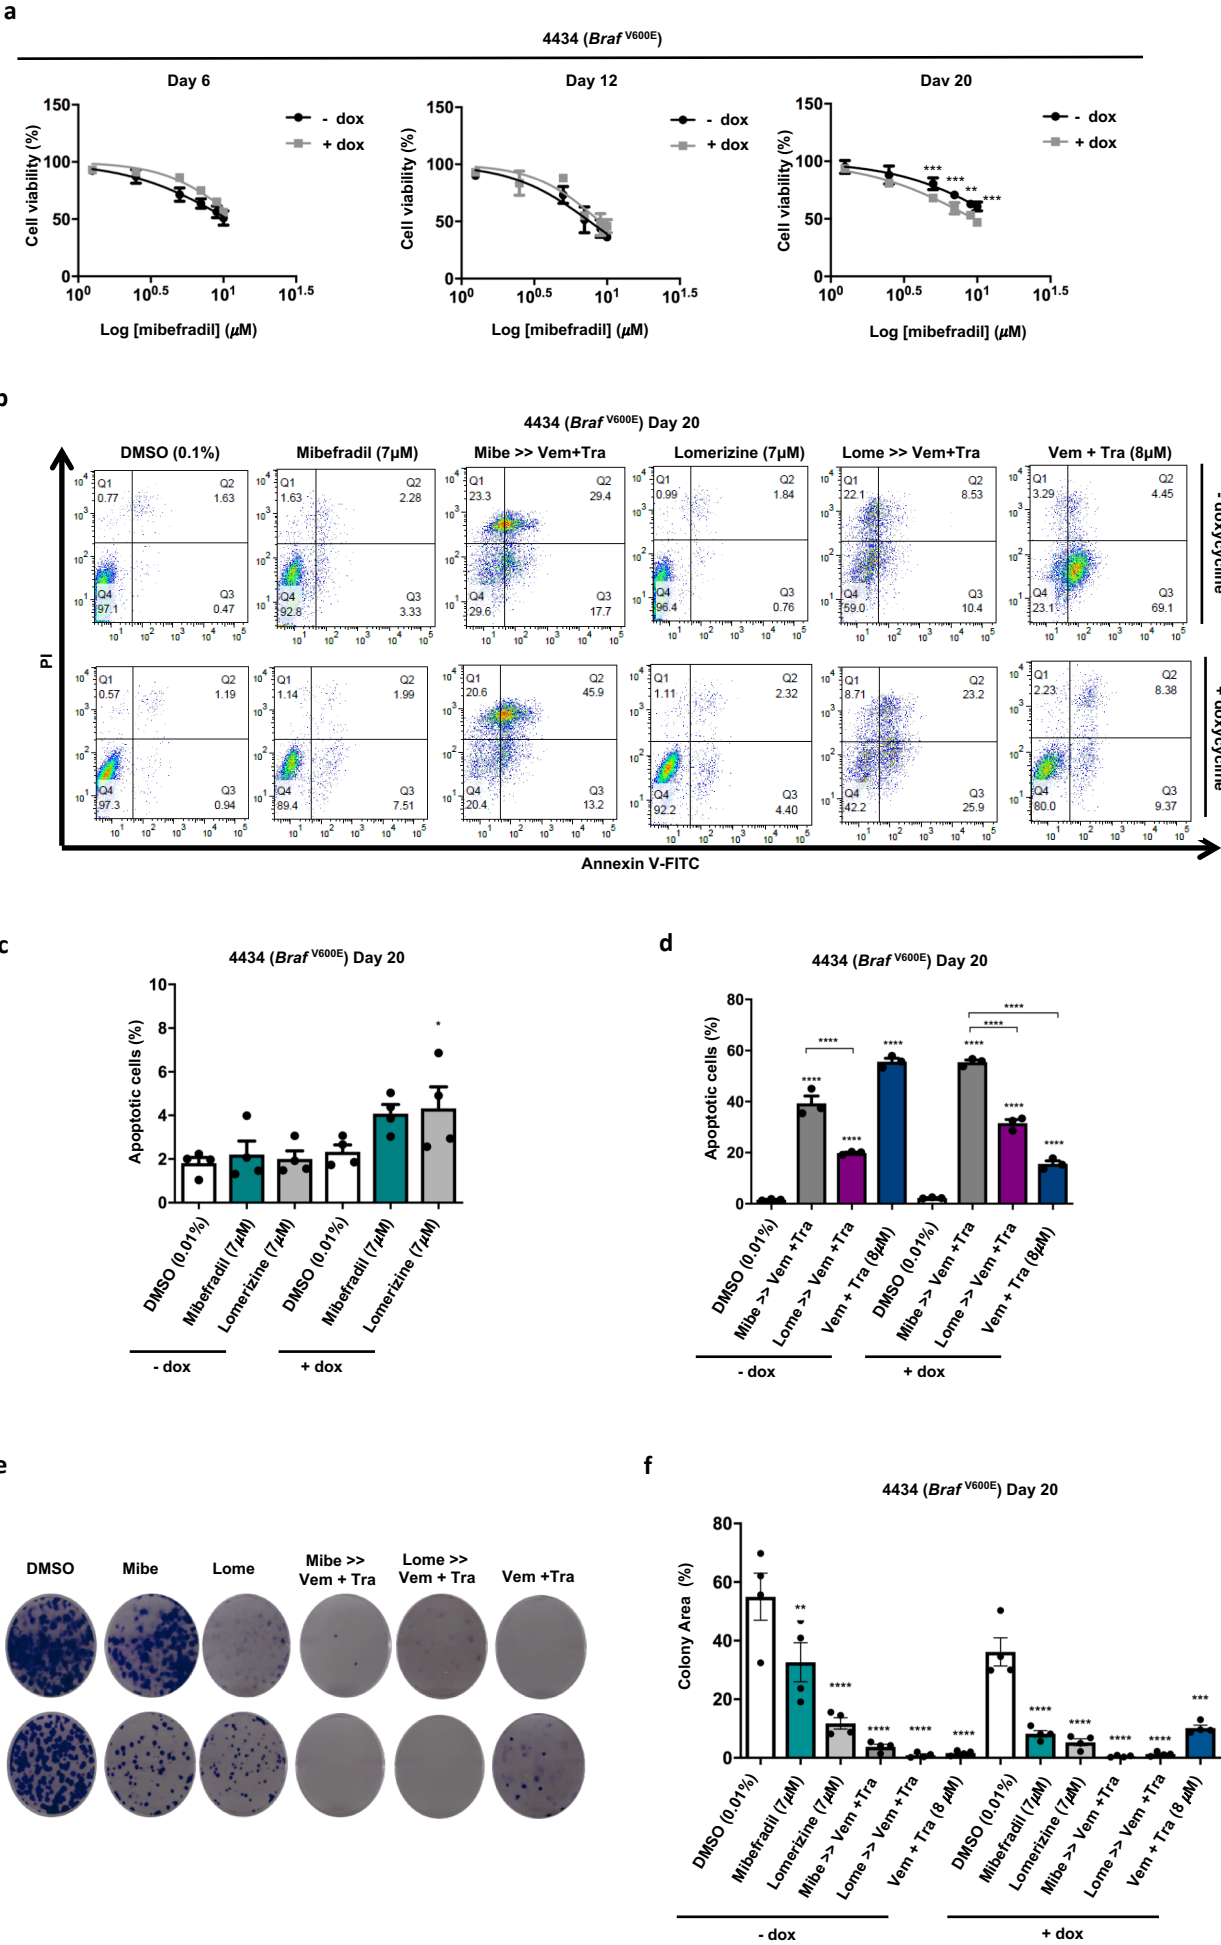

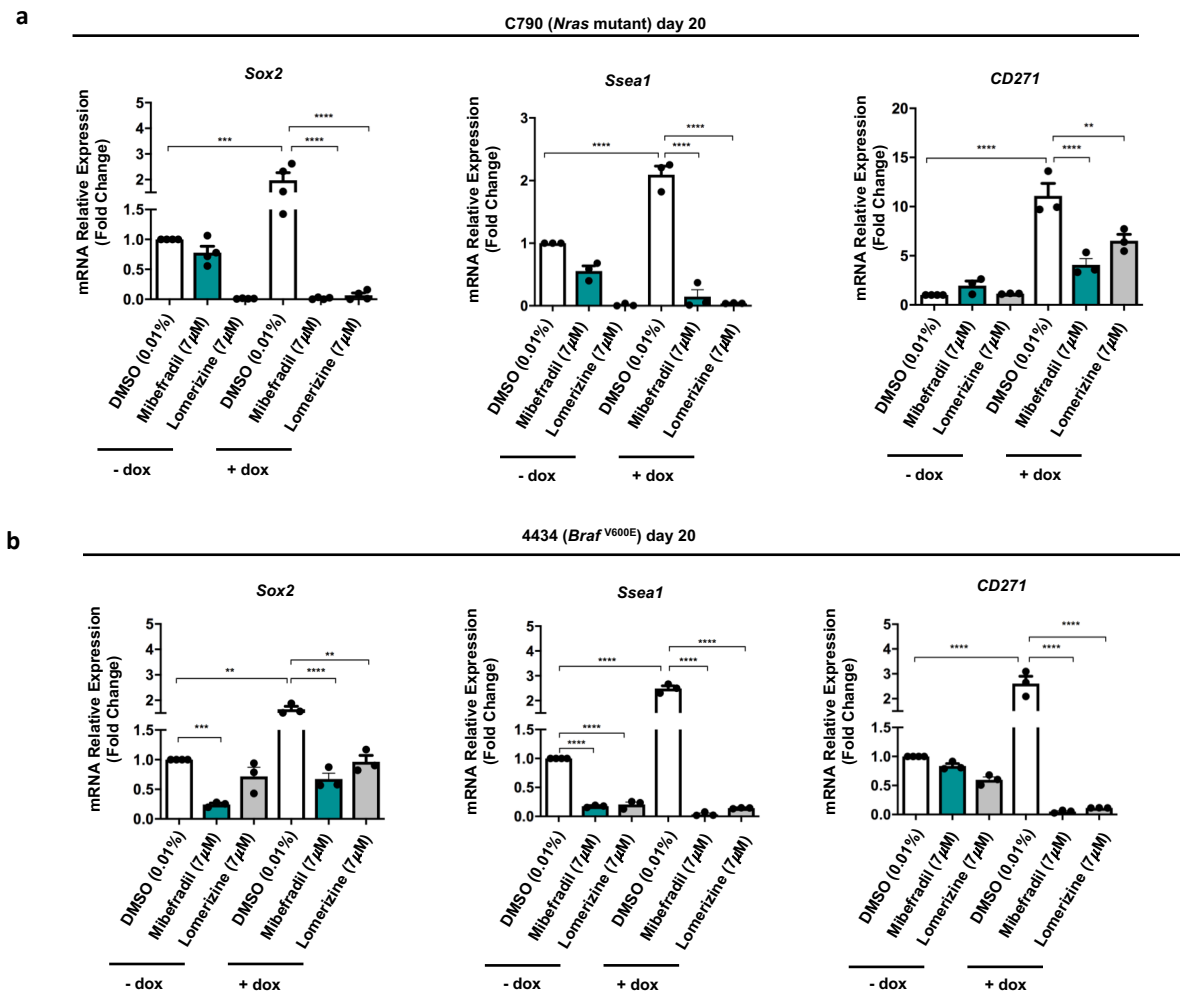

a

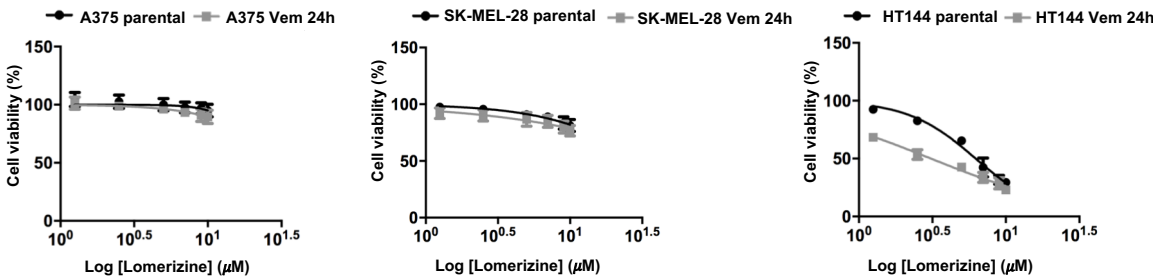

b

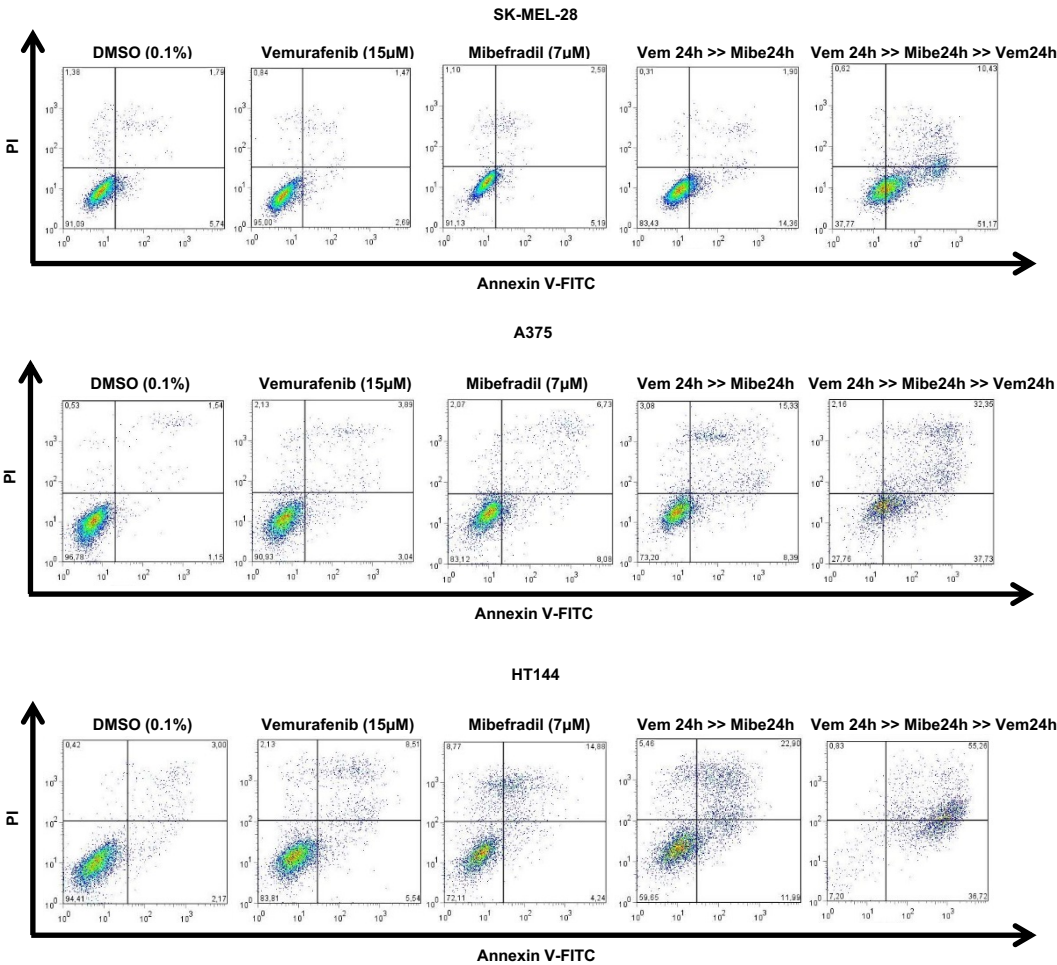

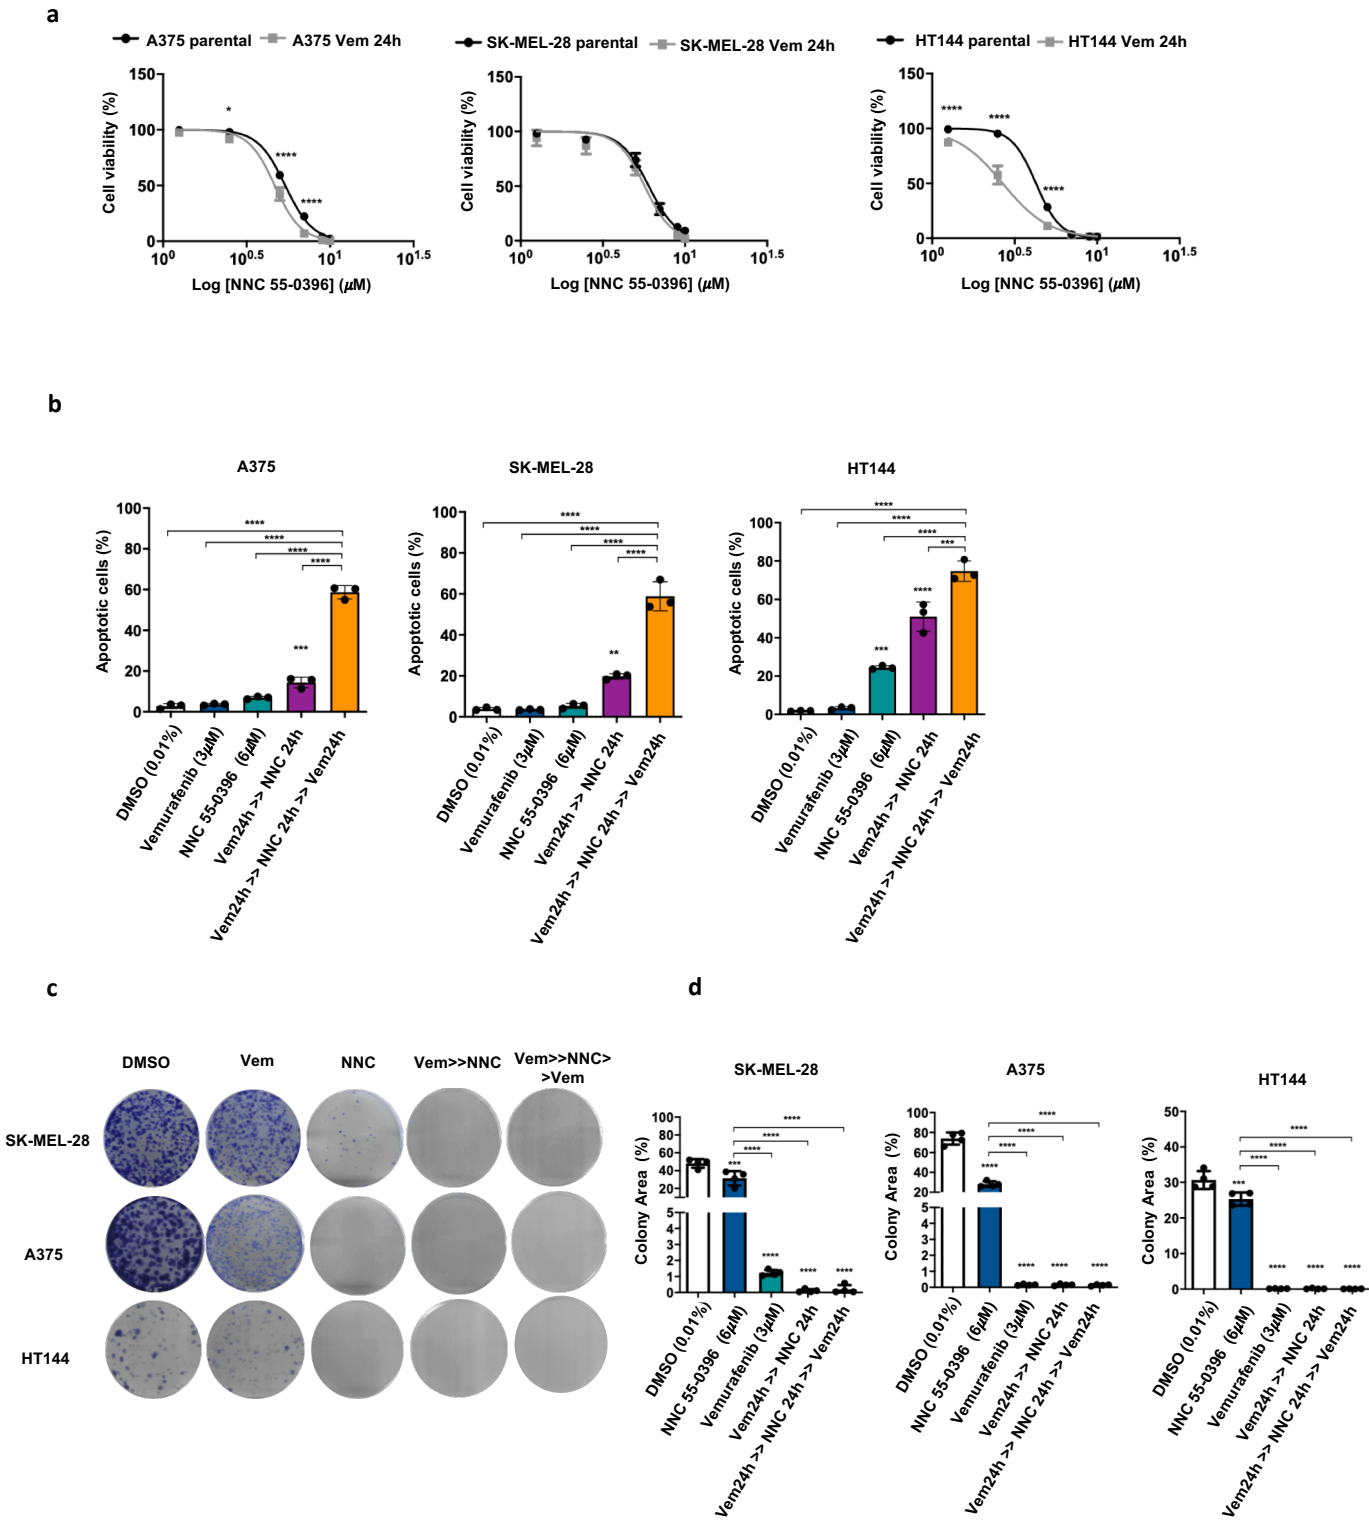

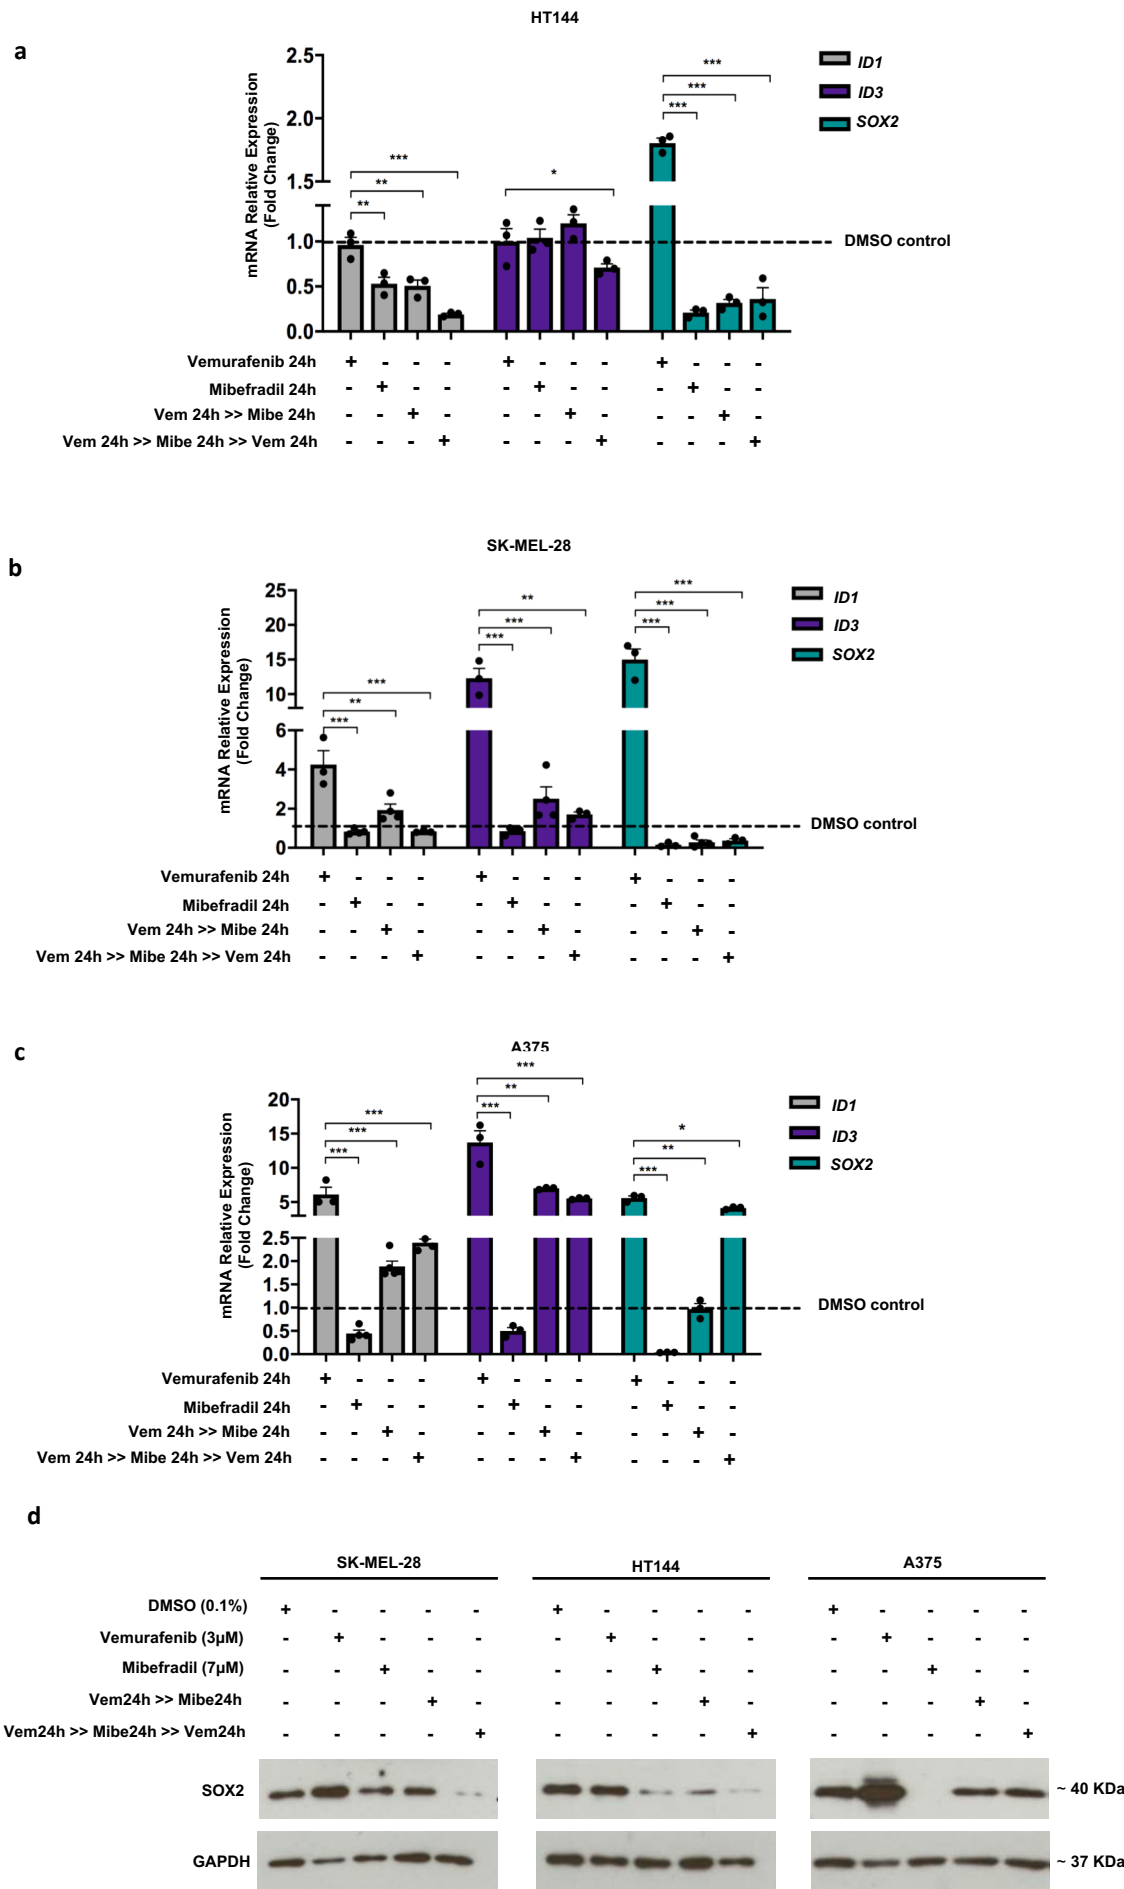

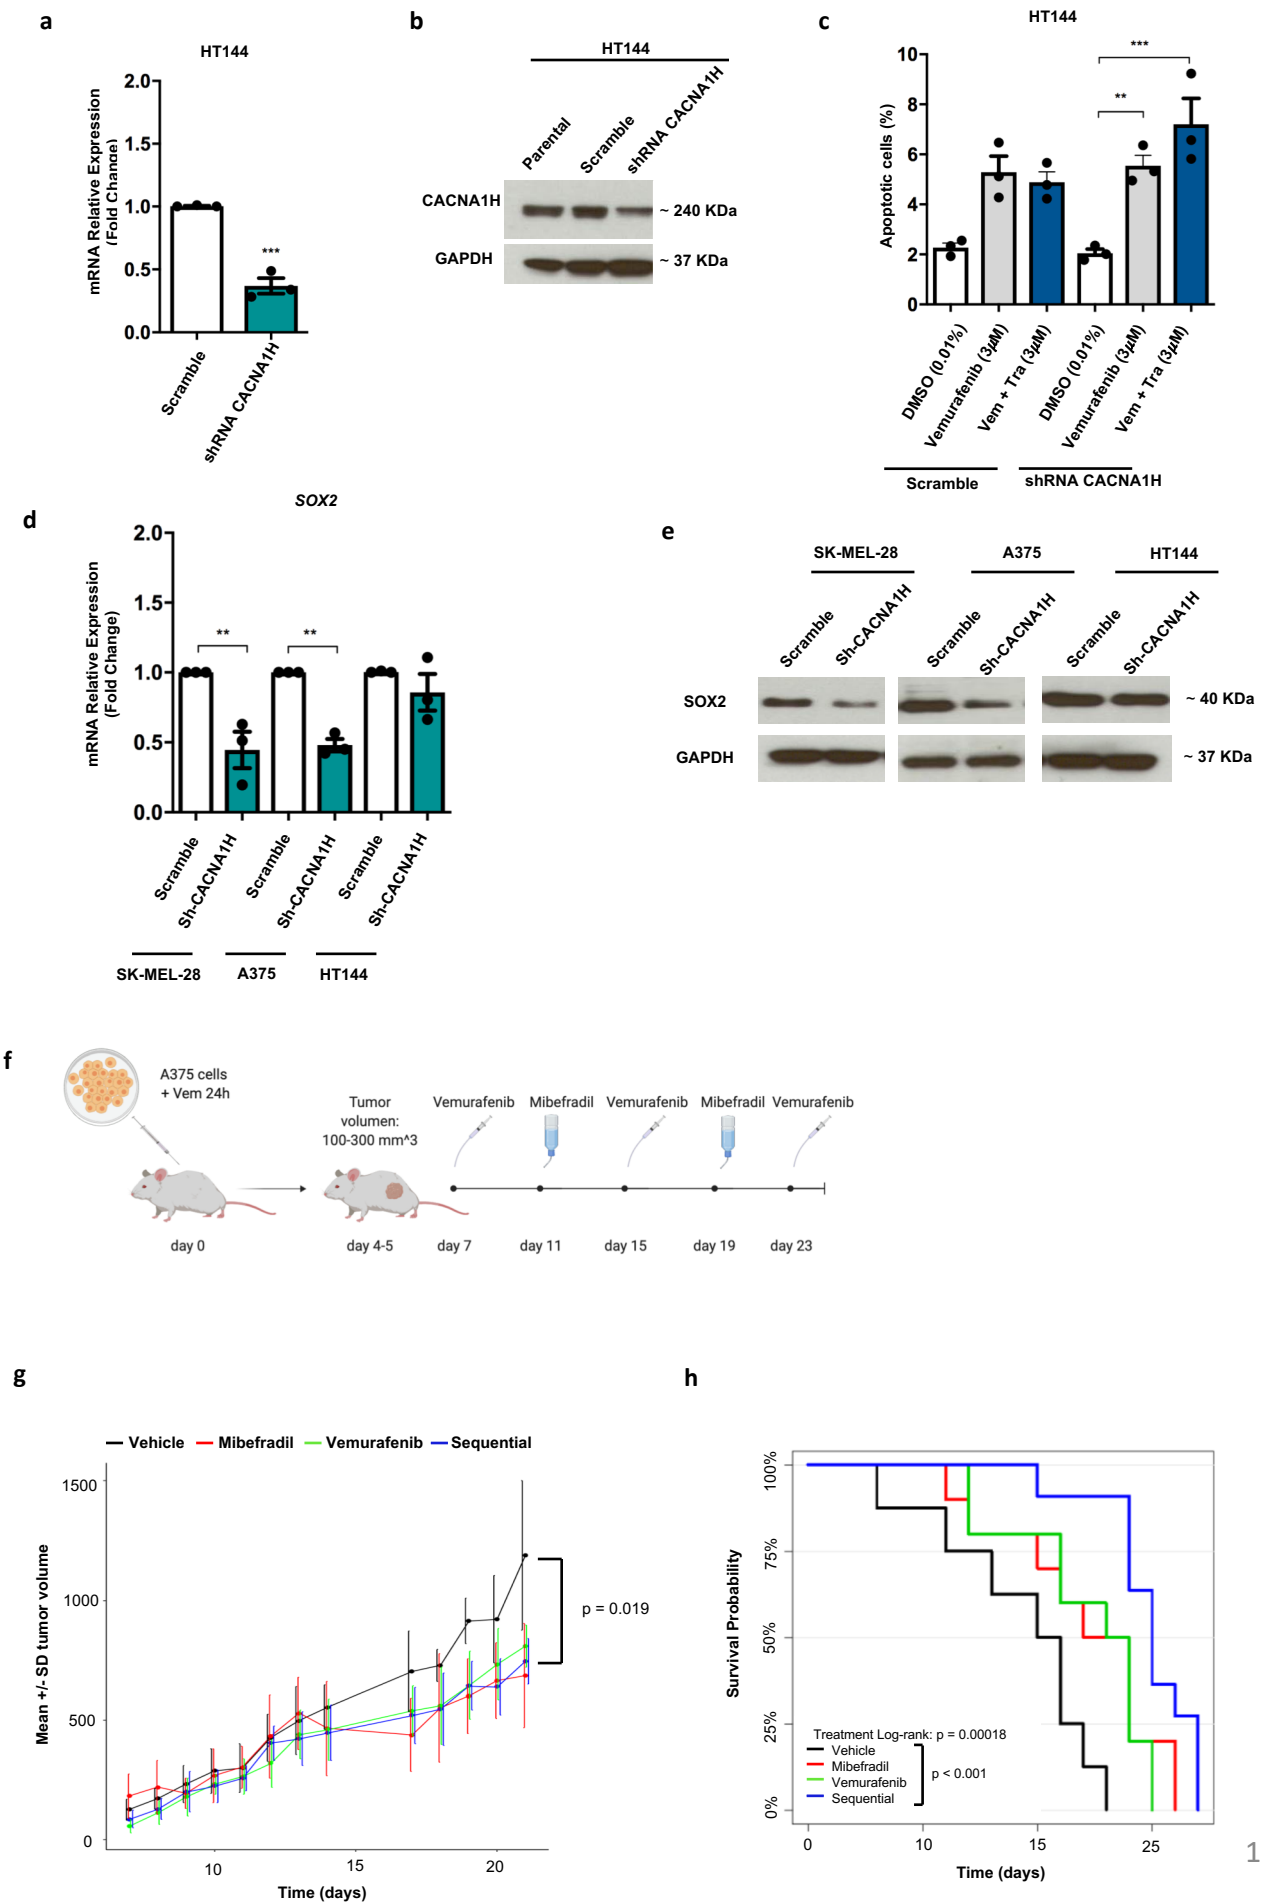

## Supplementary Figures legends

### **Supplementary Fig. S1. Partial reprogramming of mouse cell lines decreases proliferation and differential gene expression. Related to Figure 1.**

**a** Western Blot analysis. Whole cell lysates were immunoblotted with GAPDH, SOX2 and MITF antibodies in partially reprogrammed C790 and 4434 (“+dox”) and control cells (“- dox”) at day 6 and day 20. **b, c** Differential Gene Expression analysis. Heat map of microarray data showing hierarchical clustering of differentially expressed genes between partially reprogrammed cells C790 and 4434 (“+dox”) vs control cells (“- dox”) at day 20, respectively; blue or yellow colors indicate differentially up- or down regulated genes, respectively (FC > 2-fold). **d, e** Real-Time qPCR analysis for stemness markers (*Sox2* and *Ssea-1*) and melanocytic lineage differentiation markers (*Mitf* and *Pmel*) in C790 and 4434 parental cells under doxycycline treatment for over 20 days. Data were normalized using control cells (“- dox”) as reference and *Gapdh* as housekeeping gene.

### **Supplementary Fig. S2. Partial reprogramming of 5555 mouse cell lines decreases proliferation and increase invasion. Related to Figure 1.**

**a** Real-Time qPCR analysis for stemness markers *Sox2* and *Ssea-1*, as well as for melanocytic lineage differentiation markers *Mitf* and *Pmel* at day 20 of reprogramming. Data were normalized using control cells (“- dox”) as reference and *Gapdh* as housekeeping gene. **b** Cell proliferation measured by EdU incorporation at day 20. Percentage of EdU-positive cells is shown. **c** Representative images of fluorescence microscopy for cell invasion assay in partially reprogrammed 5555 cells at day 20. Scale bars represent 500µm. **d** Cell invasion was evaluated at day 20 of reprogramming. **e** Representative scatter plots of PI (y-axis) vs. annexin V (x-axis) for day 20 of partial reprogramming. **f** Apoptosis after staining with FITC-Annexin V/PI. Cells were treated with combination of vemurafenib and trametinib, ratio 1:1 (8 µM) during 72 hours and with doxorubicin (0.003 µM) to induce apoptosis (positive control). Percentage of apoptotic cells (early and late apoptosis) is shown as mean ± SEM (n=4). **g** Western Blot analysis. Whole cell lysates were immunoblotted with GAPDH and caspase-3 antibodies at day 20, after 72 hours treatment with combination of vemurafenib and trametinib ratio 1:1 (8 µM).

**Supplementary Fig. S3. 4434 partially reprogrammed cells are less sensitive to MAPKi. Related to Figure 2.**

**a** Cell viability assay of *Braf*-mutant cells (4434). After treatment with trametinib, vemurafenib or the combination of inhibitors (10  $\mu$ M to 0.0001  $\mu$ M); alamar blue fluorescence emission (read at 590 nm) was obtained. Cell viability was evaluated at days 6, 12 and 20 of reprogramming. Results of combined treatment (vemurafenib + trametinib) are shown. **b** Representative scatter plots of PI (y-axis) vs. annexin V (x-axis) for days 6 and 20 of partial reprogramming. Early apoptotic cells are shown in the lower right quadrant and late apoptotic cells are shown in the upper right quadrant. **c** Apoptosis evaluation after staining with FITC-Annexin V/PI. Cells were treated with trametinib (8  $\mu$ M), vemurafenib (15  $\mu$ M) or the combination at ratio 1:1 (8  $\mu$ M); doxorubicin (0.003  $\mu$ M) was used to induce apoptosis (positive control). After 72 hours, cells were analyzed by flow cytometry. Percentage of apoptotic cells (early and late apoptosis) is shown as mean  $\pm$  SEM (n=3). **d** Western Blot analysis. Whole cell lysate was immunoblotted with GAPDH and caspase-3 antibodies.

**Supplementary Fig. S4. CACNA1H expression in partially reprogrammed cells and TCGA analysis of survival in melanoma patients. Related to Figure 3.**

**a** Kaplan–Meier curves for CACNA1H expression groups on overall survival using a total of 357 metastatic melanoma patients from TCGA database. Expression values for CACNA1H gene were dichotomized into high (red) and low (black) expression using recursive partitioning (p = 0.029). **b** Western Blot analysis. Whole cell lysates were immunoblotted with GAPDH and CACNA1H antibodies at day 6 and 20 in partially reprogrammed C790 and 4434 cells.

**Supplementary Fig. S5. Inhibition of calcium channels induces cell death in 4434 murine MAPKi-adaptive melanoma cells. Related to Figure 4.**

**a** 4434 partially reprogrammed cells were treated with mibefradil and lomerizine (10 - 1.25  $\mu$ M) for 24hours, mibefradil treatment is shown. After 3 hours of incubation with alamar blue, fluorescence emission (read at 590 nm) was obtained. Cell viability was evaluated at days 6, 12 and 20 of reprogramming. **b** Representative scatter plots of PI (y-axis) vs. annexin V (x-axis) for day 20 of partial reprogramming. Early apoptotic cells are shown in the lower right quadrant and

late apoptotic cells are shown in the upper right quadrant. **c** Apoptosis analysis. 4434 cells were treated with mibefradil (7  $\mu$ M) and lomerizine (7  $\mu$ M). After 24 hours, cells were analyzed by flow cytometry. Percentage of apoptotic cells (early and late apoptosis) is shown. **d** Apoptosis analysis. 4434 cells were treated sequentially with mibefradil for 24 hours, followed by vemurafenib + trametinib for another 24 hours ("Mibe >> Vem + Tra"). **e** Clonogenic assay. Colonies were stained using crystal violet. Representative images of wells stained with crystal violet are shown. **f** Clonogenic assay. 4434 cells at day 20 were treated with treatments for 24 hours. Percentage of colony area was calculated.

**Supplementary Fig. S6. Inhibition of calcium channels induces differentiation in 4434 murine MAPKi-adaptive melanoma cells. Related to Figure 4.**

**a** Real-Time qPCR analysis for stem cell markers *Sox2*, *Ssea-1* and *CD271*, at day 20 of partial reprogramming of C790 cells, after treatment with mibefradil or lomerizine. Data were normalized using control cells as reference and *Gapdh* as housekeeping gene. **b** Real-Time qPCR analysis for stem cell markers *Sox2*, *Ssea-1* and *CD271*, at day 20 of partial reprogramming of 4434 cells, after treatment with mibefradil or lomerizine. Data were normalized using control cells as reference and *Gapdh* as housekeeping gene.

**Supplementary Fig. S7. Effect of mibefradil and lomerizine in human BRAF- adaptive melanoma cells. Related to Figure 5.**

**a** Cell viability assay. After 24 hours treatment with vemurafenib, cells were treated with lomerizine (10 - 1.25  $\mu$ M) for 24 hours. **b** Representative scatter plots of PI (y-axis) vs. annexin V (x-axis) for human melanoma cells after single treatment with vemurafenib (15  $\mu$ M), mibefradil (7  $\mu$ M), and sequential treatment with vemurafenib ("Vem24h>>Mibe24h>>Vem24h"). Early apoptotic cells are shown in the lower right quadrant and late apoptotic cells are shown in the upper right quadrant.

**Supplementary Fig. S8. NNC 55-0396 increases vulnerability to MAPK inhibitors in human BRAF-adaptive melanoma cells.**

**a** Human melanoma cells were treated with NNC 55-0396 (10,9,7,5,2.5 and 1.25  $\mu$ M) for 24 hours. After 3 hours of incubation with alamar blue, fluorescence (590 nm) was obtained. **b** Apoptosis analysis, human melanoma cells were treated with vemurafenib (3  $\mu$ M) for 24 hours, followed by NNC 55-0396 (6  $\mu$ M) for 24 hours; after this period cells were re-treated with vemurafenib (3 $\mu$ M) for another 24 hours ("Vem 24h >> NNC 24h >> Vem 24h"). Cells were stained and analyzed by flow cytometry. Percentage of apoptotic cells (early and late apoptosis) is shown as mean $\pm$ SEM (n=3). **c** Clonogenic assay of human cells A375, SK-MEL-28 and HT144 treated for 24 hours with DMSO (0.01%), NNC 55-0396 (6  $\mu$ M), vemurafenib (3  $\mu$ M) and sequential treatment (Vem 24h >> NNC 24h >> Vem 24h). Representative images of wells stained with crystal violet are shown. **d** Percentage of colony area for all treatments is shown as mean $\pm$ SEM (n=3) in all human melanoma cell lines.

**Supplementary Fig. S9. Mibefradil induces differentiation in human BRAF-adaptive melanoma cells. Related to Figure 5.**

**a,b,c** qPCR analysis of expression of adaptive resistance markers *SOX2*, *ID1* and *ID3* in SK-MEL-28, A375 and HT144, after treatment with mibefradil alone or sequential treatment with vemurafenib ("Vem24h>>Mibe24h>>Vem24h"). Data were normalized using control cells as reference and 18S as housekeeping gene. **d** Western Blot analysis. Whole cell lysate was immunoblotted with GAPDH and SOX2 antibodies.

**Supplementary Fig. S10. Silencing of CACNA1H in human cell lines and inhibition of tumor growth *in vivo* in A375 human BRAFi-adaptive melanoma xenografts. Related to Figure 6.**

**a** qPCR analysis of CACNA1H after knockdown with shRNA CACNA1H in HT144 cell line. **b** Western Blot analysis of CACNA1H after knockdown with shRNA CACNA1H in HT144 cell line. **c** Apoptosis analysis. Percentage of apoptotic cells after treatment with combination of vemurafenib and trametinib in HT144- CACNA1H knockout cells. **d** qPCR analysis of SOX2 after silencing CACNA1H in human cells: SK-MEL-28, A375 and HT144. Data were normalized using control cells (scramble) as reference and 18S as housekeeping gene. **e** Western Blot analysis. Whole cell lysates of CACNA1H -knockdown human cells: SK-MEL-28, A375 and HT144, were

immunoblotted with GAPDH and SOX2 antibodies. **f** Workflow of *in vivo* evaluation of sequential treatment (Vem >> Mibe >> Vem) in human adaptive cells. A375 cells treated with vemurafenib for 24 hours were injected subcutaneously in female NGS mice. Once tumor volume reached 100-300 mm<sup>3</sup>, animals were randomly divided into 4 groups (n=12), and treatments were administered daily as depicted. **g** Effect of sequential treatment on tumor growth in A375 xenografts, shown as mean and standard deviation of tumor volume over time following treatment initiation. P-values were adjusted for multiple testing. **h** Kaplan-Meier curves representing survival of A375 xenografts mice treated with vehicle (black line), mibefradil (red line), vemurafenib (green line) and sequential treatment (blue line). The survival curves were analyzed with pairwise treatment comparison using log-rank test with adjustment of p-values for multiple testing.

How the deposited data were processed for this re-analysis (not part of the article)

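The data analysed were log2 expression values of C790 cells on 12 Affymetrix mouse genome arrays, 3 for each of 4 groups: control (−dox) and partially reprogrammed (+dox) cells at day 20, each after 72 h with DMSO or trametinib. The authors normalised the array files with RMA in Chipster, and the deposited values, which were used as they are, are log2 intensities per probe set. The maximum of the table, under 25, shows a log2 scale. The table holds no detection calls.

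Probe sets with no gene or several genes and the 64 control probe sets were left out, since their values cannot be given to a single gene. A gene with several probe sets was represented by the one with the highest mean over the 12 arrays, which gave 18193 genes. Genes and T-type channel subunits without such a probe set are not analysed here. No filter on low values was applied. A background level of 4.78 was set at the 95th percentile of the means of 83 probe sets of olfactory, vomeronasal and taste receptor genes. For a gene whose mean was under this level in one group and above it in the other, the change is given as at least the distance of the higher mean from the level, a rule added after the data were examined. The number of arrays limits the precision.

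Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings) in a fit with a mean per group over the 12 arrays and no further covariates. The comparisons were +dox against −dox cells under DMSO and under trametinib, trametinib against DMSO in −dox and in +dox cells, and the difference between the trametinib responses of +dox and −dox cells. Each p-value of a gene comes from the moderated t-test of limma and was adjusted by Benjamini-Hochberg over all genes of a comparison. Same-numbered arrays deviated together from their group means, with a correlation over 0.1 in all 3 pairs, for dox under DMSO (0.17 to 0.34), dox under trametinib (0.21 to 0.29) and trametinib in +dox cells (0.16 to 0.45), but not for trametinib in −dox cells (0.02 to 0.46). For the first 3 the numbers were taken to pair the arrays, from the data and not from a label and after the fits had been compared, and the value with the replicate number as a block stands beside a result in the text where it changes the call. Genes were counted as changed at an adjusted p under 0.05 and a fold change over 2, and for the difference between responses at an adjusted p under 0.05 alone. The paper gives the fold threshold for its heat map and P < 0.05 as significant in general. Its methods derive a fold change and a p-value for +dox against −dox cells. Whether its gene counts use a p-value or an adjustment is not stated. Gene lists, thresholds, comparisons and alternatives were fixed before the data were examined. The 22 gene lists with at least 3 measured members were tested with limma camera at a preset correlation between genes of 0.01 and adjusted over the lists of a comparison, and again with the correlation estimated for each list. The rotation test fry was also run. It asks whether the genes of a list shifted in a common direction, where camera compares them with all other genes, so each answers a question of its own.

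The genes named in the text follow a rule set in advance. It takes the 8 largest rises and the 8 largest falls of each comparison whose arrays do not overlap between the groups and whose higher mean is above the background level. It also takes every gene named in the paper, up to 4 members of each list in its main direction and up to 2 in the other, and the 8 genes with the smallest p for the difference between the responses. Exceptions are marked where they are printed. Euclidean distances between arrays and an average-linkage tree were computed over the genes that changed with trametinib in either cell state.

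The alternatives were the replicate number as a further factor, only the arrays of the compared groups, the mean of a gene's probe sets, probe sets tested one by one, only genes above the background level, a further quantile normalisation, centring of each array on its median, array weights, a trended and robust eBayes, 4 other thresholds, an equal-variance t-test and leaving out each array in turn. Array distances were repeated over all genes, and the background level at the 90th and 99th percentiles. The fit was tested on simulated data with 200 changed genes per comparison. At a log2 change of 1, an adjusted p under 0.05 recovered 74% to 82% of the changed genes in the comparisons between groups, 36% to 50% with the fold threshold that the counts also require, and 53% for the difference between responses, with 6 to 15 false calls among 17993 unchanged genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The upstream regulator analysis, the quantitative PCR, the western blots and the other cell lines of the paper were left out, since the values used here do not hold them.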

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

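The tests of RNA quality on the −dox DMSO array that stood apart, of single arrays, immune cells and scaling behind the interferon response, of probe sets and low values behind the T-type channels, and of splits that part the same-numbered pairs were chosen only after the result was seen.

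The test of the difference between the trametinib responses of +dox and −dox cells passed in limma for the genes that follow. Cd3g had a difference of 4.05, Samd9l of 2.30, Frzb of 2.44, Slc6a20a of 1.497, Rpe65 of 2.08 and Khdc1a of 2.31, and these passed under each alternative tried. Slc6a20a, Prkcb and Fgf1 were under the background level on all 12 arrays, so that no response of their RNA can be read from these differences. Cd3g, Frzb, Rpe65 and Khdc1a were under it on all 6 −dox arrays, Egr2 on the −dox trametinib and Iigp1 on the +dox DMSO arrays, so that the sizes of their differences are not exact. Prkcb, a kinase that calcium activates, had a difference of 1.38 and Mfap3l one of -1.91, and both did not pass with the mean of their probe sets (adjusted p = 0.074 and 0.11). Ifit1 had a difference of 4.65, Oasl2 of 3.43, Rsad2 of 3.59, Fgf1 of 0.92 and Egr2 of 2.63. Of 12 fits that each left out 1 array, these calls ended in 5 for Ifit1, 9 for Oasl2, 8 for Rsad2, 8 for Fgf1 and 9 for Egr2, with adjusted p up to 0.069, 0.086, 0.094, 0.093 and 0.098. Gbp2, a GTPase that interferon induces, had a difference of 3.44, Gbp3 of 3.36 and Iigp1 of 4.597. Alternatives were not computed for the differences of Gbp2, Gbp3 and Iigp1. The cell cycle genes had a median difference of 0.66 (camera adjusted p = 1.7e-05, 0.89 with an estimated correlation, and 0.1 without +dox trametinib replicate 2). The median was 0.23 without that array and 1.03 without +dox trametinib replicate 3.

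The 5 lists below, which the paper does not discuss, passed camera at the preset correlation, but with an estimated correlation only the fibroblast markers did. The interferon genes had a median log2 change of -1.003 with dox under DMSO (camera adjusted p = 2.2e-09, 0.59 with an estimated correlation) and of 0.63 with dox under trametinib (1.1e-04 and 0.48; median 0.98 without −dox trametinib replicate 1, on which the list deviated by 1.02, and 0.38 without −dox trametinib replicate 3). With trametinib the median was 0.92 in −dox cells (camera adjusted p = 5.0e-04, 0.72 with an estimated correlation) and 2.25 in +dox cells (1.1e-13 and 0.49). For a shift of the list in a common direction, with no comparison with other genes, fry gave adjusted p = 0.061 and 3.6e-04. Fibroblast markers had a median of -1.27 with dox under DMSO (camera adjusted p = 2.6e-06, 0.04 with an estimated correlation) and of -1.07 with dox under trametinib (9.6e-07 and 0.032). Genes of cholesterol synthesis had a median of 0.43 with dox under trametinib (camera adjusted p = 2.3e-05, 0.48 with an estimated correlation; median 0.19 without −dox trametinib replicate 1 and 0.70 without −dox trametinib replicate 2). With trametinib, their median was -0.67 in −dox cells (camera adjusted p = 3.6e-05, 0.7 with an estimated correlation) and -0.55 in +dox cells (0.045 and 0.84; median -0.34 without +dox trametinib replicate 1). The +dox call ended without +dox DMSO replicate 1 (adjusted p = 0.2), +dox trametinib replicate 1 (0.21) or +dox trametinib replicate 3 (0.061), and in 8 of 16 settings in all. Genes of ER and amino acid stress had a median of 0.38 with dox under trametinib (camera adjusted p = 0.018, 0.6 with an estimated correlation), a call that ended without −dox trametinib replicate 1 (adjusted p = 0.083), −dox trametinib replicate 3 (0.064) or +dox trametinib replicate 2 (0.13). Nuclear genes of the respiratory chain had a median of -0.28 with trametinib in +dox cells (camera adjusted p = 0.013, 0.71 with an estimated correlation, and 0.055 over genes above the background level).

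Of 17 interferon response genes, 3 passed the test for a larger trametinib response in +dox than in −dox cells and 14 did not. As a list they had a median difference of 1.97 (camera adjusted p = 1.3e-16, but 0.63 with an estimated correlation). The test fry, for a shift in a common direction, gave adjusted p = 0.12. The list's difference is therefore not settled. A single deviating array as the cause is argued against by the lowest median difference without 1 array, 1.70 (without −dox DMSO replicate 2). A difference in scaling left after RMA is argued against by a median of 1.92 after centring and of 1.97 after a further quantile normalisation. Immune cells in some of the cultures stay open. The median difference over 14 immune cell markers was 0.073 and none of them passed, but that does not decide, since they went both ways (Cd68 -2.11, Itgam -1.98 and Cd53 0.55) and 7 were under the background level in all groups. Cd3g, a T cell gene outside this list, had the smallest p of all genes, with a difference of 4.05, while Cd3e, another chain of that receptor, had one of -0.23 (adjusted p = 0.6). Also open is a biological difference that the design names: partial reprogramming may lower interferon signalling and MEK inhibition may raise it again, a hypothesis found and tested on the same arrays.

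The first −dox DMSO array stood apart from its group, with its highest deviations at Lcn2 (8.24) and Cxcl5 (6.12), genes of the acute inflammatory response, and its lowest at Aldh1a7 (-4.66), all named after their values were seen. A wrong label or a mixture with +dox cells is argued against by the genes higher with dox under trametinib, whose median on this array was -0.18 from the other arrays of the group, close to the -0.15 of all genes. A difference in the distribution of values left after RMA is argued against by the SD of its deviations, 0.52 before and 0.53 after a further quantile normalisation, where the next array had 0.42. A difference before RMA cannot be judged, since the values used were already normalised. RNA of lower quality stays open, since its 3′ minus 5′ difference was the highest for actin (0.31, against 0.06 to 0.15) and for Gapdh (-0.10, against -0.25 to -0.12) but far under the log2 difference of 1 set for the test. No biological explanation was tested.

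Cacna1h and Cacna1g, read by 2 and 1 probe sets, did not pass the test for a change with dox on these arrays. That low values hide every rise on these arrays is argued against by genes at or under the level of Cacna1h in −dox DMSO arrays. Of 2740 such genes, 17 passed as higher with dox, among them Bex1 and Myh1, with +dox DMSO means of 7.20 and 7.26. The +dox DMSO means of Gpc2, Myhas, Nat8f3, As3mt and Wif1 (4.49, 4.37, 4.48, 4.59 and 3.47) stayed under the background level. These genes therefore do not count towards this argument. Probe sets that do not read the RNA of these channels stay open as a possible explanation, because no probe set of either gene had a group mean over 4.44, so that none gives a signal to compare with. At the background level from the 90th percentile, 4.32, the Cacna1g means of 4.44, 4.43 and 4.44 were above it and those of Cacna1h were not. A rise of channel RNA that stays under the background level cannot be read from these arrays.

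For each comparison between groups, the 6 arrays allow 10 splits, too few for a share under 0.05, and 1 split, the real one, had the highest count. For dox under DMSO the real count was 474 and the highest other 1, for dox under trametinib 358 and 0, for trametinib in −dox cells 1380 and 5, and for trametinib in +dox cells 1754 and 0. For both dox comparisons and trametinib in +dox cells, 4 splits part all 3 same-numbered pairs, and the 3 other than the real one gave 0 genes, where the remaining splits, which keep a pair together, gave at most 1. For the difference between the responses, 2 of 100 splits drawn from 200, the real one included, gave a count of at least 60, the highest other giving 96. These splits ignore the pairs. Of the 32 splits that part all same-numbered pairs under each drug, as the real one does, the real one gave 60 and the highest other 0, a share of 0.031. The split with 96 genes keeps a pair together. This set of splits was chosen after the result was seen and rests on pairs read from the same arrays. It therefore does not by itself exclude chance. The size of the count stays uncertain, since it was 141 with the replicate number as a block and ran from 13 to 200 without 1 array.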

How the results depend on the processing

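All tests here were set before the data were examined. A further quantile normalisation, centring, a trended and robust eBayes, the mean of probe sets, and genes above the background level alone kept each count of changed genes within 1.5 times its value, as did only the compared groups for the 7 counts other than the difference between responses, for which this fit cannot be made. Without 1 array, the count for dox under DMSO ran from 285 to 591, for dox under trametinib from 235 to 544, for trametinib in −dox cells from 1230 to 1450, for trametinib in +dox cells from 1483 to 1851 and for the difference between responses from 13 to 200. The Venn counts ran from 412 to 554 (−dox only), 799 to 946 (both) and 684 to 980 (+dox only). Tested by probe set, trametinib changed 2373 in −dox and 2906 in +dox cells, with 872, 1501 and 1405 in the Venn diagram, since genes have several probe sets. Array weights gave 588 for dox under trametinib and 1066 for the difference. With no fold threshold the counts were 1118, 614, 4072 and 4772, and 1268, 2804 and 1968 in the Venn diagram. An unadjusted p with the fold threshold gave 619 for dox under trametinib and 527 for the difference. The fold threshold alone gave 712 and 667 for dox and 689 for the difference, and an adjusted p under 0.01 gave 252, 204 and 11. The equal-variance test gave 6 and 0 for dox, 635 for trametinib in −dox cells and 315 shared genes. Distances between drugs were 1.77 times those between dox states, and 1.37 times over all genes. Background levels at the 90th and 99th percentiles were 4.32 and 5.42. With the replicate number as a block, 141 genes passed for the difference, no other count moved by over 1.5 times, and 4 of 12 arrays correlated best with their own number in each other group. The block changed the call of Cacna1a with dox under DMSO and with trametinib in −dox and +dox cells (adjusted p = 0.042, 0.042 and 0.022), Bex1, Ngfr and Pdgfra with dox under trametinib (0.039, 0.041 and 0.055), Klf4 with trametinib in +dox and Id1 in −dox cells (0.057 and 0.034), the differences of Bex1 and Wnt5a (0.043 and 0.043) and that of the cholesterol list (0.02), and no other call of a named gene or list. Of 300 called results of named genes, 177 passed under every alternative, and of 22 called list results, 4 did (fibroblast markers with dox and ERK pathway output with trametinib). With trametinib in −dox cells, the log2 change of Zeb1 was 0.44, and -0.053 with the mean of its probe sets. Apart from the count by probe set, the cause was not tested. Low signal limits what can be said of genes under the background level.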

Differences from the paper's values

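None of the tests in this part was chosen after the result was seen. The paper gives 1406 genes with a trametinib response only in +dox cells. At an adjusted p under 0.05 and a fold change over 2, 841 were counted here. The paper's methods derive a fold change and a p-value for +dox against −dox cells, and take P < 0.05 as significant in general. Whether its gene counts use a p-value or an adjustment is not stated. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's with only the compared groups in the fit (981), probe sets tested one by one (1405), probe sets counted once per gene (968), no fold threshold (1968) and without +dox DMSO replicate 1 (980). It did not with the replicate number as a block, the mean of probe sets, genes above the background level alone, a further quantile normalisation, centring, array weights, a trended and robust eBayes, an unadjusted p, the fold threshold alone, an adjusted p under 0.01, the equal-variance test, or without any other array (684 to 918). The count by probe set reaches the paper's, but the same setting gives 872 in −dox cells only, where the paper gives 474, and 1501 shared, where Fig. 3d shows about 910, read by eye. With no fold threshold these were 1268 and 2804. Other settings kept both within 1.5 times the paper's. They were 576 and 1077 with probe sets counted once per gene, and 389 and 834 with only the compared groups. Without +dox DMSO replicate 1 they were 502 and 871. At the thresholds used here, 467 in −dox cells only and 913 shared were counted, and 2221 in either, where the paper gives 2700 in the heat map.

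Of the genes listed in Fig. 3d that are analysed here, Gata3, Bex1 and Jarid2 changed past both thresholds in the cell state and direction that the figure key gives. Etv5 is listed for +dox cells and fell in both states, by at least 5.70 on the log2 scale in each. Map3k8 is listed for −dox cells and rose in both, by 2.05 and 1.74. Cdc25b and Cdc25c, of a family listed for −dox cells, fell past both thresholds in each state, with -1.83 and -2.44 in +dox cells. Jak3 is shown as higher in −dox cells and fell there by 0.74 (adjusted p = 0.028 from limma), a call that ended in 4 of 6 fits without 1 array (adjusted p up to 0.08). Wnt5a rose in +dox cells, as shown for its family, by 1.47, and also passed in −dox cells, with -1.47. These calls ended in 5 of 6 and 4 of 6 fits without 1 array (adjusted p up to 0.12 and 0.13). Cacna1a is shown as higher in +dox cells, where its log2 change of 1.07 did not pass (adjusted p = 0.096). It passed there with only the 6 arrays compared (adjusted p = 0.0091), with array weights (0.028) and with the replicate block (0.022), over a range of 0.0091 to 0.28 across the alternatives. The legend of Fig. 3d gives green for higher and red for lower genes, and the key in the figure gives the reverse. Directions here follow the key, with which Bex1 and Etv5 (lower) and Map3k8 and Jarid2 (higher) go together.

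The paper states that T-type calcium channels were upregulated in the expression analysis of C790 reprogrammed cells. Cacna1h and Cacna1g had log2 changes of 0.00 and 0.22 with dox under DMSO (adjusted p = 0.99 and 0.44 from limma), and their lowest adjusted p over the alternatives was 0.29 and 0.13. With trametinib in −dox cells, Cacna1g passed with array weights alone (0.026). The paper's quantitative PCR for Cacna1h and its western blot of the CACNA1H protein are other assays, which were not analysed here. The paper also reports, by quantitative PCR, lower Mitf and Pmel and higher Sox2 and Ssea-1 in reprogrammed cells. It also shows western blots of SOX2 and MITF. On the arrays with dox under DMSO, Mitf had a log2 change of -0.57, Pmel of -0.04, Sox2 of -1.53 and Fut4, which makes the Ssea-1 epitope and was under the background level in all groups, of -0.10 (adjusted p = 0.29, 0.91, 0.091 and 0.68). Whether the Sox2 probe set reads the RNA of the vector was not tested. In the tree of Fig. 3c the first division sets the +dox DMSO arrays apart from the rest, and here it sets the DMSO arrays apart from the trametinib arrays.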

Other observations

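None of the tests in this part was chosen only after the result was seen. With trametinib, some genes of growth factor receptors and of cell survival changed in both cell states. Of all 18193 genes, 4072 passed at an adjusted p under 0.05 in −dox and 4772 in +dox cells. Erbb3, a receptor of neuregulins, fell with log2 changes of -2.02 in −dox and -2.22 in +dox cells (adjusted p = 7.1e-04 and 2.8e-04 from limma, lower on 3 of 3 arrays in each), and Nrg1, a neuregulin, with -1.32 and -2.25. Egfr, the receptor of epidermal growth factor, rose by 1.73 in +dox cells. Of 24 receptor tyrosine kinases and ligands, 1 rose and 4 fell in −dox cells and 2 rose and 4 fell in +dox cells. Bcl2 fell with -2.19 in −dox and -1.07 in +dox cells, and Bcl2l1, a further inhibitor of apoptosis, fell by 1.03 in +dox cells. Of 9 anti-apoptotic genes, 1 rose and 1 fell in −dox cells and 1 rose and 2 fell in +dox cells. Of 14 pro-apoptotic genes, 1 rose and 1 fell in −dox cells and 6 rose and 2 fell in +dox cells. Atf3, a transcription factor of the stress response, rose by 3.53 in −dox and 2.21 in +dox cells. Mitf rose by 1.22 in +dox cells (adjusted p = 0.0077) and had a log2 change of 0.83 in −dox cells (95% interval 0.21 to 1.45). The difference between these responses of Mitf was 0.39 (95% interval -0.49 to 1.27). Among melanocyte genes 1 rose in −dox cells, and 2 rose and 1 fell in +dox cells. Of 26 pluripotency genes, 5 rose in −dox cells, and 5 rose and 1 fell in +dox cells. Of 20 neural crest stem cell genes, 2 fell in −dox cells, and 2 rose and 2 fell in +dox cells. None of these lists passed camera in either trametinib comparison.

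With dox under DMSO, Pdgfra, a receptor of platelet-derived growth factor, fell by 2.07 and Fgf7, a fibroblast growth factor, fell by 3.04, among 24 receptor tyrosine kinases and ligands of which 3 rose and 5 fell. Under trametinib Fgf7 was also lower, at -3.16, with 1 gene of this list higher and 2 lower. Foxd1, a transcription factor of kidney and neural development, was under the background level on the −dox arrays and higher in +dox cells by at least 0.99 under DMSO and 1.13 under trametinib, and among 20 neural crest stem cell genes 1 rose and 2 fell under DMSO and 1 rose under trametinib. Eda2r and Zmat3, targets of p53, rose by 1.46 and 0.87 under DMSO, where 4 of 15 cell cycle inhibitors and p53 targets rose and 1 fell. Under trametinib 1 of these rose, with camera adjusted p = 0.0038 (adjusted p = 0.27 with an estimated correlation). With trametinib, 1 rose and 4 fell in −dox cells and 2 rose and 4 fell in +dox cells. Pmaip1, which promotes apoptosis, rose by 2.49 with dox under DMSO, where 1 pro-apoptotic gene rose and 3 fell, and Bcl2l1 rose by 0.93, the 1 anti-apoptotic gene that passed. Neuronal genes had 2 higher with dox under each drug, of 16.

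The other lists gave few calls. Of 20 epithelial genes, 0 passed in limma with dox under DMSO (0 at an unadjusted p under 0.05), 1 was higher with dox under trametinib, 1 fell with trametinib in −dox cells, and 1 rose and 1 fell in +dox cells. Of 8 drug efflux genes, 2 fell with trametinib in −dox and 3 in +dox cells. Of 10 endothelial markers, 1 rose and 1 fell with dox under DMSO and 2 fell with dox under trametinib. Of 14 immune cell markers, 1 rose and 1 fell with dox under DMSO. With trametinib, 1 rose in −dox and 1 fell in +dox cells. Of 41 listed genes of calcium stores, pumps and signalling, 36 were measured, of which 3 rose and 1 fell with dox under DMSO. The rotation test fry tests a list for a shift in a common direction and not against other genes. It called this list with trametinib in −dox (adjusted p = 4.3e-04) and +dox cells (adjusted p = 0.0096), where camera did not.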
